# Poly(ADP-ribose) polymerase inhibitors activate the p53 signaling pathway in neural stem/progenitor cells

**DOI:** 10.1186/s12868-016-0333-0

**Published:** 2017-01-17

**Authors:** Akiko Okuda, Suguru Kurokawa, Masanori Takehashi, Aika Maeda, Katsuya Fukuda, Yukari Kubo, Hyuma Nogusa, Tomoka Takatani-Nakase, Shujiro Okuda, Kunihiro Ueda, Seigo Tanaka

**Keywords:** Poly(ADP-ribosyl)ation, Poly(ADP-ribose) polymerase, Neural stem/progenitor cells, p53, Cell cycle, Apoptosis

## Abstract

**Background:**

Poly(ADP-ribose) polymerase 1 (PARP-1), which catalyzes poly(ADP-ribosyl)ation of proteins by using NAD^+^ as a substrate, plays a key role in several nuclear events, including DNA repair, replication, and transcription. Recently, PARP-1 was reported to participate in the somatic cell reprogramming process. Previously, we revealed a role for PARP-1 in the induction of neural apoptosis in a cellular model of cerebral ischemia and suggested the possible use of PARP inhibitors as a new therapeutic intervention. In the present study, we examined the effects of PARP inhibitors on neural stem/progenitor cells (NSPCs) of the mouse brain.

**Results:**

PARP-1 was more abundant and demonstrated higher activity in NSPCs than in mouse embryonic fibroblasts. Treatment with PARP inhibitors suppressed the formation of neurospheres by NSPCs through the suppression of cell cycle progression and the induction of apoptosis. In order to identify the genes responsible for these effects, we investigated gene expression profiles by microarray analyses and found that several genes in the p53 signaling pathway were upregulated, including *Cdkn1a*, which is critical for cell cycle control, and *Fas*, *Pidd*, *Pmaip1*, and *Bbc3*, which are principal factors in the apoptosis pathway. Inhibition of poly(ADP-ribosyl)ation increased the levels of p53 protein, but not p53 mRNA, and enhanced the phosphorylation of p53 at Ser18. Experiments with specific inhibitors and also shRNA demonstrated that PARP-1, but not PARP-2, has a role in the regulation of p53. The effects of PARP inhibitors on NSPCs were not observed in *Trp53* ^−/−^ NSPCs, suggesting a key role for p53 in these events.

**Conclusions:**

On the basis of the finding that PARP inhibitors facilitated the p53 signaling pathway, we propose that poly(ADP-ribosyl)ation contributes to the proliferation and self-renewal of NSPCs through the suppression of p53 activation.

## Background

Poly(ADP-ribose) polymerase-1 (PARP-1) and PARP-2 belong to the PARP family, which consists of 17 predicted members that share a catalytic domain homologous to that of PARP-1 [1, 2]. These enzymes use NAD^+^ as a substrate, synthesize ADP-ribose molecules, and transfer them onto the glutamate, aspartate, or lysine residues of acceptor proteins. Poly(ADP-ribosyl)ation regulates nuclear functions and responses that include DNA repair, replication, transcription, and chromatin modification. After exposure to genotoxic chemicals, such as DNA alkylating agents, PARP-1 binds to the DNA strand breaks, resulting in a change of conformation and increase of its enzymatic activity by 10–500 fold [3–5]. The modified acceptor proteins, including histones and PARP-1 itself, greatly change their size by harboring up to several hundred ADP-ribose residues [2, 6]. The polyanionic structure thus formed counteracts the inhibitory effect of histones on DNA ligase. Conversely, excessive activation of PARP-1 and depletion of NAD^+^ after severe DNA damage cause cell death by ATP depletion or an “energy crisis” [7, 8]. Previously, we reported a principal role for PARP-1 in the induction of mitochondrial impairment that ultimately leads to neuronal apoptosis after cerebral ischemia [9], indicating that PARP inhibitors could be a good therapeutic intervention for cerebral infarction.

PARP inhibitors such as 3-aminobenzamide (3AB) interact with the nicotinamide pocket of PARP-1, which is a highly conserved region in the catalytic domain of PARPs, and act as competitors of NAD^+^ [10, 11]. Therefore, these inhibitors can suppress the activity of various PARPs with a homogeneous catalytic domain. More recently, however, several PARP inhibitors selective for PARP-1 or PARP-2 have been developed to study their specific function or potential therapeutic application [12]. As little is known about the effects of PARP inhibitors on somatic stem cells, these effects should be taken into consideration, particularly for their clinical use.

In the adult human and rodent brain, neural stem/progenitor cells (NSPCs) exist in the subventricular zone of the lateral ventricles and propagate to the olfactory bulb [13, 14]. NSPCs are also present in the subgranular zone of the hippocampal dentate gyrus and possibly contribute to spatial memory formation and cognition [15]. In these regions, neurogenesis occurs even in physiological conditions. However, under various types of brain injury, such as stroke, epileptic seizures, and trauma, the generation and proliferation of neural precursor cells are induced both in the subgranular and subventricular zones. The majority of neurons generated in the subventricular zone migrate toward the lesion site to replace damaged neurons and induce neural regeneration [16].

Mutation of the *p53* gene is observed frequently in cancer [17]. The function of p53 as a tumor suppressor depends principally on its ability to suppress cellular proliferation that would otherwise form tumor tissue. Activation of p53 induces cell cycle arrest and apoptosis [18, 19]. These functions of p53 result from its role as a transcription factor [20, 21]. Among the identified p53-target genes, p21 plays a critical role in the induction of cell cycle arrest [22, 23]. p21 is a cyclin-dependent kinase inhibitor that induces both the G1 and G2 cell cycle arrest observed after p53 activation [24–26]. Conversely, p53 induces apoptosis by activating some genes that participate in the apoptotic response. Furthermore, p53 plays a critical role in preventing the reprogramming of cells carrying various types of DNA damage [27]. Silencing of p53 significantly enhances the efficiency of the reprogramming of human somatic cells [28].

In the present study, we investigated the effects of PARP inhibitors on NSPCs in the adult brain and found two different effects, i.e., suppression of cell cycle progression and induction of apoptosis. Interestingly, both effects are mediated by the activation of p53. It is worthy of special mention that more poly(ADP-ribosyl)ated proteins existed in NSPCs than in mouse embryonic fibroblasts (MEFs). On the basis of these results, PARP, or poly(ADP-ribosyl)ation, could play a principal role in the maintenance of NSPC multipotency through the suppression of p53 function.

## Methods

### Separation and passage of NSPCs

All experimental protocols conformed to the Fundamental Guidelines for Proper Conduct of Animal Experiment and Related Activities in Academic Research Institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science, and Technology, Japan, and all experiments were approved by the Animal Experiment Committee of Osaka Ohtani University (No. 1012). NSPCs were obtained from Slc:ICR mouse embryos (embryonic day 13.5) as described previously [29–31]. The cells were dissociated and suspended at a density of 2.0 × 10^6^ cells in 100-mm dishes in 1× Dulbecco’s modified Eagle’s medium (DMEM)/F-12 neurosphere medium supplemented with B-27 (Gibco), 20 ng/mL human recombinant epidermal growth factor (EGF) (PeproTech), and 20 ng/mL human recombinant fibroblast growth factor (FGF)-basic (PeproTech). The culture medium was changed every other day and the cells were dissociated by using StemPro Accutase (Life Technologies) every 4 days. The cells were passaged 3–5 times. Untreated bacterial-grade culture dishes were used for suspension cultures, whereas dishes coated with poly-l-ornithine and fibronectin were used for monolayer cultures.

### Trp53 deficient mice

*Trp53*-heterozygous mice (accession no. CDB0001K) [32] were obtained from the RIKEN BioResource Center. Genotyping for the *Trp53* allele was performed by polymerase chain reaction (PCR) with primer 1 (5′-gttatgcatccatacagtaca-3′) and primer 2 (5′-caggatatcttctggaggaag-3′).

### PARP inhibitors

*N*-(6-oxo-5,6-dihydro-phenanthridin-2-yl)-*N,N*-dimethylacetamide (PJ34; Calbiochem), 1,5-isoquinolinediol (DHIQ; Santa Cruz Biotechnology), 3AB (Sigma), DR2313 (Wako Chemical), and UPF1069 (Wako Chemical) were used as PARP inhibitors.

### Immunocytochemistry

NSPCs were seeded at 5.0 × 10^4^ cells per well in 8-well poly-l-ornithine- and fibronectin-coated Lab-Tek II Chamber Slides (Nalge Nunc). They were incubated for 6 days with or without 20 μM PJ34 and the medium was changed every other day. Conversely, cells for the positive controls of neurons, astrocytes, and oligodendrocytes were incubated for 1 day in neural stem cell medium and then the medium was changed to 1× DMEM/F-12 supplemented with B-27 for differentiation and incubated for 6 days. The cells were fixed in acetone/methanol for 2 min. The antibodies to detect the following antigens were used for immunocytochemistry: nestin (sc-20978, 1:25; Santa Cruz Biotechnology or MAB353, 1:200; Chemicon), beta-III tubulin (MAB1195, 1:100; R&D Systems), GFAP (Z0334, 1:500; Dako Cytomation), CNPase (MAB326, 1:200; Chemicon), p21 (sc-53870, 1:100; Santa Cruz Biotechnology), p53 (2524, 1:100; Cell Signaling), and phospho-p53 (Ser18) (9284, 1:50; Cell Signaling). Alexa Fluor dye-conjugated secondary antibodies of donkey anti-mouse IgG-Alexa Fluor 488 (A21202, 1:500; Molecular Probes) and goat anti-rabbit IgG-Alexa Fluor 568 (A11036, 1:500; Molecular Probes) were used for detection. Nuclear staining was performed using 1 nM 4′, 6-diamidino-2-phenylindole (17514; ABD Bioquest). Cellular fluorescence images were acquired using a confocal laser scanning microscope (LSM 510; Carl Zeiss).

### MTS assay

NSPCs were seeded at 1.0 × 10^4^ cells per well in 96-well microplates coated with poly-l-ornithine and fibronectin. For 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt (MTS) assay, a CellTiter 96 AQueous One Solution Cell Proliferation Assay kit (Promega) was used following the manufacturer’s instruction. Briefly, at 1 h before each of the desired time points, 20 µL MTS reagent were added to each well and the cells were incubated at 37 °C for 1 h. Absorbance was detected at 490 nm using a Microplate Reader (Model 680; Bio-Rad). All experiments were repeated 3 times.

### Gene expression profiling and data processing

Total RNA was extracted from NSPCs with or without treatment with 20 μM PJ34 by using an RNeasy Plus Mini Kit (QIAGEN). Microarray hybridizations were performed at Hokkaido System Science Co., Ltd. according to the manufacturer’s protocol using the workflow for Agilent SurePrint G3 Mouse GE (8 × 60 K) microarrays. Each total RNA was prepared independently twice and analyzed for 2 biological replicates. These data were deposited in the Gene Expression Omnibus (GEO) at NCBI (www.ncbi.nlm.nih.gov/geo/) (accession number GSE69038). Differential expression analysis was performed using the limma package [33]. A linear model was fitted to each gene, and empirical Bayes moderated *t*-statistics were used to assess differences in expression. The false discovery rate (FDR) adjusted *p* value was estimated using the Storey’s *q*-value method [34], and statistical significance for differential expression was set to *q* value <0.05 and *p* value <0.05, coupled with a minimal difference of absolute fold change >2. Genes reaching statistical significance were mapped on pathways by using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [35]. The number of genes in each KEGG pathway category was counted using the KEGG Orthology (KO) identifier. Subsequently, significantly enriched KEGG pathway categories were extracted based on *p* value <0.0001 and *q* value <0.01 by Fisher’s exact test, which was performed by using R (http://www.r-project.org/).

### Total RNA preparation and RT-PCR

Cells rinsed with phosphate-buffered saline (PBS) were treated with a NucleoSpin RNA Plus Kit (Macherey–Nagel). Total RNA was isolated according to the manufacturer’s protocol. RNA concentration was determined by measurement of *A*_260_. cDNA was made from total RNA using a ReverTra Ace Kit (Toyobo) with 0.5 μg total RNA per 25-μL reaction following the manufacturer’s instructions. Quantitative PCR for gene expression was performed with 2 μL diluted cDNA using KAPA SYBR Fast qPCR Master Mix (KAPA Biosystems) with specific primers (500 nM) in a total reaction volume of 5 μL. CFX96 Touch Real-time PCR System and CFX Manager software V3.1 (Bio-Rad Laboratories) were used to collect and analyze data. Three replicates of each sample were amplified. Relative quantitation of RNA levels was determined by comparative CT reactions (ΔΔC_T_ analysis). Primers for the amplification of mouse *Parp1*, *Parp2*, and glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) (Table 1) were used. *Gapdh* served as the endogenous control. The quantity of target mRNA in each knock-down cell was expressed in arbitrary units (relative quantitation).

**Table 1:** Primer sequences for RT-PCR gene expression analysis

Gene	Sense primer (5′–3′)	Anti-sense primer (5′–3′)	Cycles	Product (bp)
*Parp1*	TCGATGGGAAAGTCCCACAC	CATTCTGAGCCTTGAGGGCC	28	600
*Parp2*	GACAATCGAGACTCTGTGAA	AGACTGGTAACCGGCCTTGA	28	600
*Gapdh*	ACCACAGTCCATGCCATCAC	TCCACCACCCTGTTGCTGTA	28	452
*Cdkn1a*	GTGATTGCGATGCGCTCATG	TCTCTTGCAGAAGACCAATC	26	387
*Fas*	ATGCTGTGGATCTGGGCTGT	GTTTTCAGGTTGGCATGGTT	28	190
*Pidd*	ATGGCTGCAGTGTTGGAGGG	CTCTGAGAGATGGTTGTGAG	28	500
*Tnfrsf10b*	ATGGAGCCTCCAGGACCCAG	GAGCTCCAATCAGCAGCACT	28	643
*Pmaip1*	ATGCCCGGGAGAAAGGCGCG	GGTTACTAAATTGAAGAGCT	28	308
*Bbc3*	CCTCAGCCCTCCCTGTCACCAG	GGGTGAGGGTCGGTGTCGAT	35	232
*Perp*	ATGCTGCGCTGCGGCCTGGC	GGAACAACCAATCAAGATGA	28	500
*Ccng1*	ATGATAGAAGTACTGACAAC	GGTGTCGTGAACGAGTGAAT	24	500
*Trp53*	GGAGACATTTTCAGGCTTATGG	AGAAGGGACAAAAGATGACAGG	28	232

### Suppression of gene expression by shRNA

*Parp*-knockdown (KD) and pLKO.1 empty vectors for short hairpin RNA (shRNA)-expressing lentivirus were purchased from Open Biosystems. The RNAi consortium (TRC) numbers were as follows: TRCN0000071211 (*Parp1*-KD) and TRCN0000071216 (*Parp2*-KD). Lentivirus was produced by transient transfection of 293T cells using a Trans-Lentiviral shRNA Packaging Kit (Thermo Fisher Scientific). The virus supernatant was concentrated by using a Lenti-X™ Concentrator (Takara Bio). For virus infection, NSPCs were incubated with the concentrated virus supernatant in a 6-well plate and centrifuged at 1200×*g* for 1 h at 32 °C. The virus medium was removed at 6 h after infection and replaced with fresh medium. The infected cells were selected with 800 ng/mL puromycin at 2 days after infection. Incubation was continued for an additional 2 days. Silencing was then assessed by measuring the levels of *Parp1* and *Parp2* mRNA using RT-PCR.

### Western blot analysis

NSPCs (2.0 × 10^6^ cells) were seeded in 100-mm dishes containing the PARP inhibitors or vehicle for 24 h. Scraped cells were collected and added to a sample buffer solution containing 2-mercaptoethanol (2×) for SDS-PAGE (Nacalai Tesque) and incubated at 95 °C for 5 min. Proteins were separated using Mini-PROTEAN TGX gels (Bio-Rad), transferred with the Trans-Blot Turbo system (Bio-Rad), and detected with antibodies against the following proteins: beta-actin (A1978, 1:100,000; Sigma), p21 (sc-53870, 1:1000; Santa Cruz Biotechnology), p53 (2524, 1:10,000; Cell Signaling), phospho-p53 (Ser18) (9284, 1:1000; Cell Signaling), cleaved caspase-3 (Asp175) (9661, 1:1000; Cell Signaling), cleaved caspase-8 (Asp387) (9429, 1:1000; Cell Signaling), caspase-9 (9504, 1:1000; Cell Signaling), poly(ADP-ribose) (4336-BPC-100, 1:5000; Trevigen), PARP-1 (MCA1522G, 1:5000; Serotec), ataxia telangiectasia mutated (ATM) (ab2618, 1:5000; Abcam), and ataxia telangiectasia and Rad3-related (ATR) (sc-1887, 1:5000; Santa Cruz Biotechnology). A peroxidase-linked secondary antibody (NA931V, 1:1000; GE Healthcare) was used for detection. Antibody-antigen complexes were visualized by ImmunoStar LD (Wako). The chemiluminescent blots were imaged with a ChemiDoc XRS + imager (Bio-Rad) and analyzed by ImageLab software version 2.0.1 (Bio-Rad). All antibodies were distilled in HIKARI signal enhancer (Nacalai Tesque). For caspase activation, as a positive control, the cells were treated with 10 ng/mL cycloheximide (Cell Signaling) for 24 h and 50 ng/mL mouse tumor necrosis factor-α (Cell Signaling) for 6 h.

### Cell cycle analysis

The cells were synchronized by the double-thymidine-block method as described previously, with minor modifications [36, 37]. 2.0 × 10^6^ cells were seeded in twenty five 100 mm plates. One plate was used for time 0 (pretreatment). One set of 12 plates was used for PJ34 treatment, and another set of 12 plates was used for control. They were subjected to the first treatment with 2 mM thymidine (Sigma) for 14 h, and then incubated in thymidine-free medium for 12 h, followed by the second treatment with 2 mM thymidine for 14 h to arrest the cell cycle at the G1/S boundary. The cells were washed twice with 1× DMEM/F-12 and then incubated in neurosphere medium and analyzed every 2 h. The nuclei of the treated cells were collected and stained with propidium iodide using a Cell Cycle TEST-PLUS DNA Staining Kit according to the manufacturer’s instructions (Becton–Dickinson). The DNA content of the stained nuclei was measured using a FACSCalibur Flow Cytometer (Becton–Dickinson). The results were analyzed by using ModFit LT 3.0 software (Verity Software House).

### Flow cytometric analysis of cell death

After incubation with 20 μM PJ34 for 24 h, the cells were collected by low-speed centrifugation, washed with ice-cold PBS, and resuspended in Annexin-V Binding Buffer (Becton–Dickinson). To detect Annexin-V-positive cells, the cells were incubated with Annexin-V (Becton–Dickinson) and 7-AAD (Becton–Dickinson) for 15 min at room temperature. The cells were analyzed with a FACSCalibur Flow Cytometer (Becton–Dickinson).

### Chromatin staining for the detection of apoptosis

NSPCs were incubated with or without the PARP inhibitors on poly-l-ornithine/fibronectin-coated Lab-Tek II Chamber Slides (Nalge Nunc) for 24 h. The cells were fixed with 4% paraformaldehyde in PBS for 10 min, followed by chromatin staining with 1 μg/mL Hoechst 33258 (Sigma) to detect morphological changes of nuclei associated with apoptosis.

### Precipitation of poly(ADP-ribosyl)ated proteins

Poly(ADP-ribosyl)ated proteins were isolated by using a highly specific Af1521 Macrodomain Poly(ADP-ribose) Affinity Resin Set (Tulip Biolabs). NSPCs were incubated with or without 20 μM PJ34 for 24 h. Proteins were extracted from 4.0 × 10^6^ cells using a lysis buffer (RIPA Buffer; Nacalai Tesque) and incubated with the affinity resin overnight at 4 °C. The resin-bound proteins were dissociated from the affinity resin by incubation in SDS-sample buffer at 95 °C for 10 min and analyzed by immunoblotting.

### Immunoprecipitation

NSPCs were incubated with or without 20 μM PJ34 for 24 h. Cell lysates were prepared from 4.0 × 10^6^ cells using RIPA buffer (Nacalai Tesque). An antibody against p53 (2524, 1:500; Cell Signaling), ATM (ab2618, 1:500; Abcam), or ATR (sc-1887, 1:500; Santa Cruz Biotechnology) was added to the cell lysates, and μMACS Protein A/G MicroBeads (Miltenyi Biotec) were added to magnetically label the immune complexes. Magnetically labeled proteins were collected by using μ Columns and μMACS Separator (Miltenyi Biotec), and analyzed by immunoblotting.

### Statistical analysis

The data were expressed as the mean value ± standard error of the mean (SEM). We used one-way ANOVA followed by Tukey’s post hoc test to analyze the differences among the three or more groups, and used Student’s *t* test for the differences between the two groups. Results were considered statistically significant at *p* < 0.05.

## Results

### Suppression of neurosphere formation by PARP inhibitors

NSPCs from the mouse brain were incubated with or without the PARP inhibitors (3AB, DHIQ, or PJ34). Neurospheres were generated in the absence of the PARP inhibitors after incubation for 2 days, while neurosphere formation was suppressed by the PARP inhibitors in a concentration-dependent manner. Neurospheres were almost absent with 15 mM 3AB, 200 μM DHIQ, or 20 μM PJ34 (Fig. 1a). The concentrations of the 3 inhibitors required for these biological effects on NSPCs corresponded to their half maximal (50%) inhibitory concentrations (IC50s): IC50s of 3AB, DHIQ, and PJ34 were 33 μM, 390 nM, and 20 nM, respectively [38, 39]. An approximately 1000-fold higher concentration of the inhibitors, as compared with their IC50s, effectively suppressed neurosphere formation by NSPCs. We then evaluated the viability of NSPCs by measuring MTS-reducing activity, which was increased by 2.6-fold after culture for 2 days in the absence of the PARP inhibitors (Fig. 1b). This increase was significantly suppressed by the addition of the PARP inhibitors (3AB, DHIQ, or PJ34), indicating that exposure to the PARP inhibitors damages the viability of NSPCs.

**Fig. 1:**
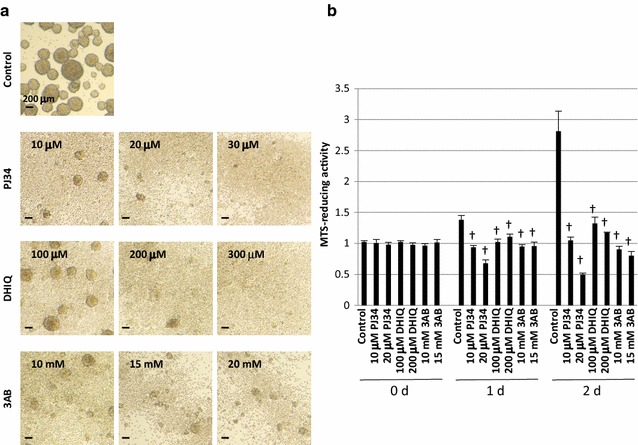
Suppression of neurosphere formation and cell viability of NSPCs by PARP inhibitors. **a** Multiple neurospheres were detectable after a 2-day incubation of NSPCs without a PARP inhibitor (control), while the number and size of neurospheres were much smaller in the presence of a PARP inhibitor (PJ34, DHIQ, or 3AB) in a dose-dependent manner. **b** Cell viability was determined by the MTS assay. The MTS-reduction activity of NSPCs was suppressed by the addition of a PARP inhibitor. Data shown in (**b**) are expressed as the ratio of the mean value of the control (*vehicle alone*) at time 0 (before incubation). Data represent the mean value ± SEM (n = 3). ^†^ *p* < 0.01 by comparison against control using one-way ANOVA followed by Tukey’s post hoc test

### No induction of NSPC differentiation by a PARP inhibitor

While the PARP inhibitors suppressed NSPC neurosphere formation, a small population of NSPCs attached to the bottom of the culture dish and extended projections, suggesting their differentiation into neurons or glial cells (Fig. 2a). We examined the phenotype of these cells by immunostaining for several cell type-specific markers: nestin for NSPCs, Tuj-1 for neurons, GFAP for astrocytes, and CNPase for oligodendrocytes. Tuj-1 or CNPase was undetectable after incubation with or without PJ34 for 6 days, indicating no differentiation into neurons or oligodendrocytes, respectively, by this PARP inhibitor. Conversely, GFAP was detectable in a subpopulation of NSPCs both in the presence and absence of PJ34, indicating that NSPCs could be differentiated into astrocytes under the present experimental conditions regardless of their exposure to this PARP inhibitor. The ratio of nestin-positive cells appeared not to be changed by PJ34, suggesting no effects of this PARP inhibitor on NSPC differentiation. These morphological changes were supported by quantitative mRNA analysis of cell type-specific markers (Fig. 2b). Among these markers, GFAP was only upregulated by a few fold after the addition of 20 μM PJ34. Conversely, the expression of GFAP increased by more than 600-fold after in vitro differentiation of NSPCs into astrocytes. Most of the cells stopped proliferating and became apoptotic, while only a small number of cells, which attached to the bottom of the dishes, morphologically changed and extended projections. It appears that the cells that attached, or survived, differentiated into astrocytes, which likely caused a weak but significant upregulation of GFAP mRNA.

**Fig. 2:**
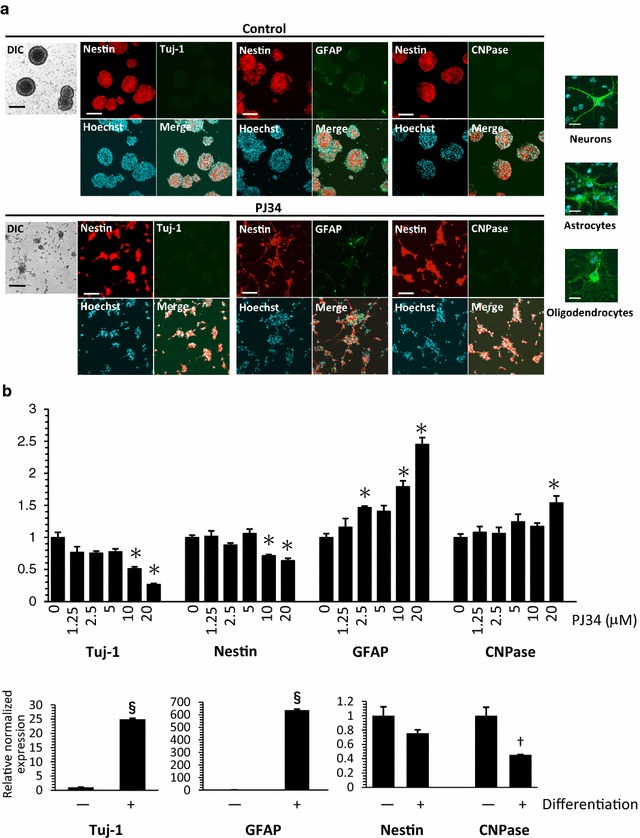
No induction of differentiation of NSPCs into neurons or glial cells by a PARP inhibitor. **a** The cells were triple-stained with Hoechst 33258 (nuclear staining), anti-nestin antibody (for NSPCs), and a cell-specific antibody: anti-Tuj-1 antibody (for neurons), anti-GFAP antibody (for astrocytes), or anti-CNPase antibody (for oligodendrocytes). Although the morphology of NSPCs was changed considerably after the addition of PJ34, the pattern of immunostaining was not changed. Differential interference contrast (DIC) images were on the left side. The positive controls for the antibodies used here are shown in the small images. **b** Quantitative mRNA analyses at 24 h after the addition of PJ34 (*shown in the upper row*) or 6 days after withdrawal of the growth factors EGF and FGF for differentiation into astrocytes (*shown in the lower row*) were performed for cell type-specific markers: Tuj-1 for neurons, nestin for NSPCs, GFAP for astrocytes, and CNPase for oligodendrocytes. Among these markers, GFAP was only upregulated by a few fold after the addition of 20 μM PJ34, while the expression of GFAP increased by more than 600-fold after in vitro differentiation of NSPCs into astrocytes. Data shown in (**b**) are expressed as the ratio of the mean value of the control (*vehicle alone*). Data represent the mean value ± SEM (n = 3).*p < 0.05 (*in the upper row*) by comparison against control using one-way ANOVA followed by Tukey’s post hoc test. ^†^ *p* < 0.01 and ^§^ *p* < 0.001 (*in the lower row*) by comparison against control using Student’s *t* test. Scale bars in (**a**), 100μm

### Suppression of cell cycle progression by a PARP inhibitor

We then assessed cell cycle progression in NSPCs by thymidine incorporation. S phase cells were obtained by using a double thymidine block that arrests the cells at the G1/S boundary. The removal of thymidine by replacement with normal medium, with or without the PARP inhibitor PJ34, induced the onset of the S phase. Every 2 h from the onset of DNA synthesis, the cell cycle was analyzed by flow cytometry (Fig. 3). The proportion of cells in the G2/M phase reached the maximum value at 6 h from the onset of the S phase in the absence of PJ34, while it took 8 h in the presence of PJ34. The peak of the proportion of cells in the G1 phase occurred after 14 or 10 h with or without PJ34, respectively. These results suggest that treatment with PJ34 suppressed cell cycle progression in NSPCs at the S phase and/or G2/M phase.

**Fig. 3:**
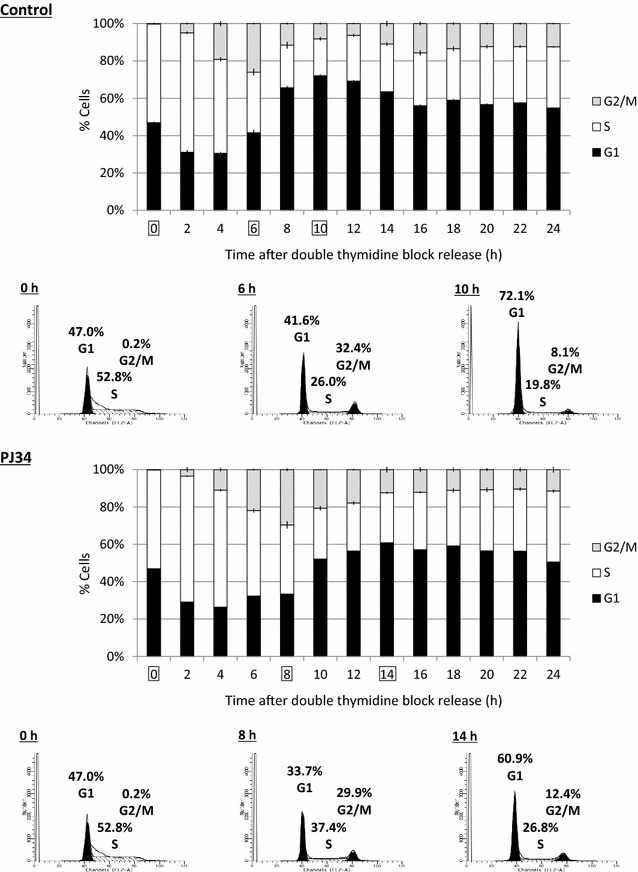
Suppression of cell cycle progression of NSPCs by PJ34. Progression of the cell cycle with or without PJ34 was analyzed by thymidine incorporation, followed by flow cytometry. The ratios of cells in the G1, S, and G2/M phases are illustrated every 2 h after the onset of the S phase. The results of flow cytometry at the peak of the G2/M or G1 phase are shown. Data represent the mean value ± SEM (n = 3)

### Induction of apoptosis in NSPCs by PARP inhibitors

The suppression of cell viability led us to examine whether the PARP inhibitors induce cell death, either necrosis or apoptosis, in NSPCs. Nuclear staining with Hoechst 33258 showed an intact or chromatin-condensed apoptotic pattern. Apoptotic cells prevailed after exposure to the PARP inhibitors (PJ34, DHIQ, or 3AB) in a concentration-dependent manner (Fig. 4a).

**Fig. 4:**
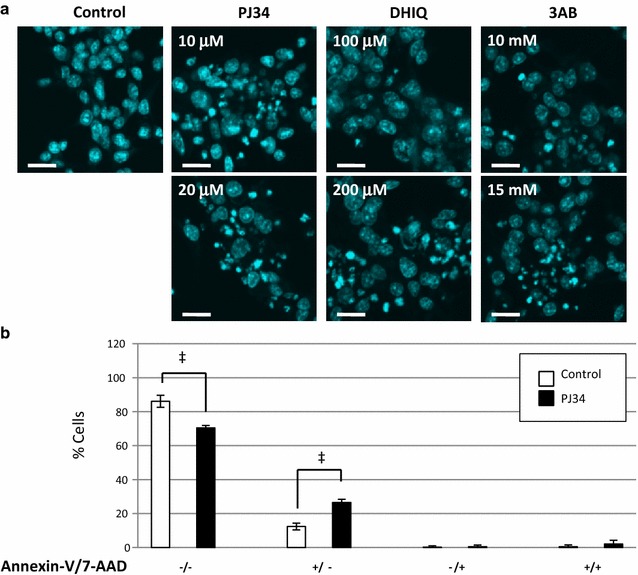
Induction of apoptosis in NSPCs by PARP inhibitors. **a** NSPCs were stained with Hoechst 33258 after a 24-h incubation with the PARP inhibitors. Cells with condensed chromatin, which is indicative of apoptosis, were detectable after the addition of PJ34, DHIQ, or 3AB. The ratio of apoptotic cells increased in a dose-dependent manner. **b** The rate of Annexin-V-positive cells after the addition of 20 μM PJ34 was analyzed by the use of flow cytometry staining with APC-conjugated Annexin-V and 7-AAD. Data represent the mean value ± SEM (n = 6). ^‡^ *p* < 0.005 by comparison against control using Student’s *t* test. Scale bars in (**a**), 20μm

The pattern of cell death was then analyzed by the use of flow cytometry with APC-conjugated Annexin-V and 7-AAD. Annexin-V has high affinity for phosphatidylserine that is translocated from the inner to the outer leaflet of the plasma membrane during apoptosis. The cell membrane of live cells is impenetrable to 7-AAD, but 7-AAD readily permeates and stains dead cells. Annexin-V(+)/7-AAD(−) cells were considered to be at the early stage of apoptosis, whereas Annexin-V(+)/7-AAD(+) cells could be either necrotic or apoptotic at a later stage. Treatment with PJ34 significantly increased the proportion of apoptotic Annexin-V(+)/7-AAD(−) cells by 27% compared to 12% in the control cells and decreased that of intact Annexin-V(−)/7-AAD(−) cells by 71% compared to 87% in the control cells (Fig. 4b).

### Changes of mRNA expression profiles in the p53 signaling pathway by PARP inhibitors

In order to identify the causative genes that are involved in the pathway leading to the suppression of cell cycle progression and induction of apoptosis, microarray analyses were carried out. The mRNA expression profiles in NSPCs were compared between cells in the presence and absence of PJ34. 

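RNA from wild-type NSPCs of mouse embryos (embryonic day 13.5) treated with 20 μM PJ34 was labelled with Cy5, RNA from untreated NSPCs with Cy3, and each pair was hybridized to 1 array. The experiment was carried out on 2 arrays from independently prepared RNA, and the dyes were not swapped on either of them. The authors deposited the scanner software's output for each array, which gives the intensity of each spot and of its local background in both colours. Of 55681 probes on the array, 27121 and 27153 were well above background in the PJ34 channel of replicates 1 and 2. In the control channel, 24535 and 21503 probes were. No spot was saturated. The background was corrected by limma's normexp method with an offset of 50, the ratios were normalized by loess within each array, and spots of the same probe were averaged. All values below are log2 ratios of PJ34 over control, so a value of 1 is a 2-fold increase. Probes were kept when at least 1 channel was well above background on both arrays of at least 1 genotype, which left 27033 probes for 20226 genes. Each gene was read from its brightest probe, except the genes of Table 2, which were read from the probe named there. limma was fitted to the arrays of both genotypes, and the mean of each genotype was tested against 0 with Storey's *q*. Genes were called with the criteria of the paper's methods, a *p* and a *q* below 0.05 and a change of more than 2-fold. Across genes, the log2 ratios of the 2 wild-type arrays had a correlation of 0.702, where genes are not independent replicates. The number of arrays limits the precision of every value.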

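In wild-type NSPCs, 58 genes were upregulated and 43 were downregulated by PJ34 by these criteria, and limma with Benjamini-Hochberg adjustment gave the same counts. At an unadjusted *p* below 0.05 without a limit on the fold change, 6426 of the 20226 genes differed from a ratio of 1. With median centring in place of loess, which put the median of all genes at 0.46, the counts were 1177 and 2. With the scanner software's log ratios they were 325 and 163. The largest increases were those of *Alox5* with a log2 ratio of 2.79 ± 0.38 (SD, n = 2 arrays), *H2bc4* with 2.07 ± 0.36, *Perp*, *Ppp2r2c* with 1.85 ± 0.17 and *Cox6b2* with 1.78 ± 0.17. The largest decreases were those of *Hes5* with -1.76 ± 0.36, *Mfng* with -1.57 ± 0.16, *Tagln2* with -1.50 ± 0.028, *Fgfr3* with -1.44 ± 0.070 and *Cd93* with -1.32 ± 0.23. The *q* values of these genes in limma lay between 3.25e-06 for *Alox5* and 6.05e-05 for *Mfng*. With median centring, *Tagln2*, *Fgfr3* and *Cd93* fell short of a 2-fold decrease from a ratio of 1, with -0.80, -0.83 and -0.71. Each still lay more than 2-fold below the median of all genes in that setting, 0.46.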

We found 142 genes upregulated and 83 genes downregulated by PJ34 with more than a twofold change (*p* < 0.05). In addition, several genes related to the p53 signaling pathway were significantly upregulated after the addition of PJ34, as shown by differential expression analysis (*p* value = 2.02E−8 and *q* value = 8.48E−7) (Table 2; Fig. 5a). 

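Of the 8 genes of Table 2, 7 were called upregulated in wild-type NSPCs, and 7 were when the *p* values were adjusted over the list alone. The paper chose this list from these arrays, so the count over the list is not independent evidence. All 8 genes were higher with PJ34 on both arrays, and their mean changes lay between 1.96-fold and 3.86-fold. The largest was that of *Perp* (chromosome 10, 18576697 to 18576756 of mm9), with log2 ratios of 2.17 and 1.73 in replicates 1 and 2 and *q* = 1.78e-05 from limma. *Tnfrsf10b*, the gene of the death receptor DR5 (chromosome 14, 70184141 to 70184200), had 1.76 and 1.41, a mean change of 3.00-fold with *q* = 1.94e-05. The scatter between the 2 arrays of a gene was at most 0.44 (SD), below every mean change. Under limma's treat, which tests against a change of 2-fold, 1 of the 8 genes was called. Without the genes of Table 2, 46 of 50 listed target genes of p53 had a kept probe. Their median log2 ratio was 0.50, with 0.64 in replicate 1 and 0.36 in replicate 2, and 35 of the 46 genes were higher with PJ34. limma's camera test with an inter-gene correlation of 0.01 gave an adjusted *p* of 2.22e-10 for this list, and fry gave 0.0687. Of the 46 genes, 5 were called, all higher with PJ34, and at *q* below 0.05 without a limit on the fold change 29 were higher and 2 lower. *Mdm2* was among the 5, with log2 ratios of 1.16 and 0.89 and *q* = 0.00014. The paper's test of KEGG categories was not repeated here. From these array results and RT-PCR (Fig. 5b), the paper concludes that PJ34 acts on 2 routes downstream of p53, to arrest of the cell cycle by way of p21 and to apoptosis.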

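The probe of *Cdkn1a* named in Table 2 lies on chromosome 17 from 29237377 to 29237436 (mm9) and is printed on the array in 10 spots. In wild-type NSPCs treated with PJ34, it was 3.59-fold higher than in the control in replicate 1 and 2.34-fold higher in replicate 2. The mean log2 ratio was 1.53 ± 0.44 (SD, n = 2 arrays), with a standard error of 0.14 and *q* = 8.56e-05 from limma. Of 2 other probes of *Cdkn1a*, one had a mean of 1.24 (*q* = 0.000211) and the other 0.12 (*q* = 0.262), so the probes of this gene differed.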

The upregulation of *Cdkn1a* (p21), which plays a critical role in the control of the cell cycle, was more than twofold in the two analyses performed. 

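Among genes that lead to apoptosis, the log2 ratios of *Fas* (chromosome 19, 34402164 to 34402223) in wild-type NSPCs were 1.73 and 1.38 on the 2 arrays, a mean change of 2.94-fold. *Pmaip1* (chromosome 18, 66625088 to 66625147) had 1.89 and 1.49, a mean of 3.22-fold, and *Bbc3* (chromosome 7, 16903403 to 16903462) had 1.63 and 1.25, a mean of 2.71-fold. limma gave *q* = 1.94e-05 for *Fas*, 1.94e-05 for *Pmaip1* and 2.91e-05 for *Bbc3*. *Pidd*, for which the current symbol is *Pidd1* (chromosome 7, 148624416 to 148624475), had 1.03 and 0.91. Its mean change of 1.96-fold lay under the limit of 2-fold, with *q* = 0.000153, and the scanner software's log ratios put it at 2.24-fold.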

Several genes in the pathway leading to apoptosis, including *Fas* (Fas), *Pidd* (PIDD; p53-induced death domain protein), *Pmaip1* (Noxa), and *Bbc3* (PUMA; p53 upregulated modulator of apoptosis), were also upregulated by more than 2-fold. Furthermore, *Ccng1* (cyclin G1), which is involved in p53 negative feedback, was also upregulated. These results from the microarray analyses were confirmed by RT-PCR (Fig. 5b), indicating that PJ34 and also the other PARP inhibitors, DHIQ and 3AB, activate the two pathways downstream of p53: one pathway leads to cell cycle arrest through the activation of p21, while the other induces apoptosis by some apoptosis-related factors. 

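*Ccng1* (chromosome 11, 40562427 to 40562486) had log2 ratios of 1.46 and 1.08 in wild-type NSPCs treated with PJ34, a mean change of 2.41-fold with a standard error of 0.12 on the log2 scale and *q* = 0.000100 from limma. Both channels were well above background on both arrays.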

Interestingly, the RT-PCR results demonstrated that the amount of *p53* mRNA in NSPCs was not changed by the PARP inhibitors, whereas p53 protein was increased by the PARP inhibitors (Fig. 5c). This inconsistency indicated that the increase of p53 protein was not due to the overexpression of *Trp53* (p53), but to the suppression of p53 protein degradation. In this context, the phosphorylation of p53 at Ser 18, which inhibits the binding of Mdm2 and stabilizes p53 protein, was found to be increased by the PARP inhibitors. The amount of p21 protein was definitely increased by the PARP inhibitors, which is consistent with the upregulation of p21 mRNA expression. Furthermore, activation of the p53 signaling pathway to apoptosis resulted in the cleavage of pro-caspase-3.

**Table 2:** Statistically significant changed categories (control vs. PJ34 in wild-type or *Trp53* ^−/−^)

Gene name	Product	Probe name	Fold change	*p* value	*q* value
142 genes were up-regulated by PJ34 in wild-type NSPCs					
p53 signaling pathway					
*Bbc3*	PUMA (BCL2 binding component 3)	A_51_P248122	2.82	0.0136	0.0026
*Ccng1*	Cyclin G1	A_52_P612803	2.46	0.0240	0.0028
*Cdkn1a*	p21 (cyclin-dependent kinase inhibitor 1A)	A_51_P363947	2.99	0.0082	0.0023
*Fas*	Fas (TNF receptor superfamily member 6)	A_55_P2091676	3.50	0.0053	0.0018
*Lrdd*	PIDD (p53 induced death domain protein 1)	A_55_P2085485	2.24	0.0215	0.0028
*Perp*	PERP (p53 apoptosis effector)	A_51_P317941	5.03	0.0028	0.0016
*Pmaip1*	Noxa (phorbol-12-myristate-13-acetate-induced protein 1)	A_51_P477121	3.80	0.0144	0.0026
*Tnfrsf10b*	DR5 (tumor necrosis factor receptor superfamily, member 10b)	A_55_P2027836	3.23	0.0295	0.0029
83 genes were down-regulated by PJ34 in wild-type NSPCs					
n/a					
121 genes were up-regulated by PJ34 in *Trp53* ^−/−^ NSPCs					
n/a					
166 genes were down-regulated by PJ34 in *Trp53* ^−/−^ NSPCs					
n/a					

n/a indicates all categories’ *p*-values was more than 1E−04

**Fig. 5:**
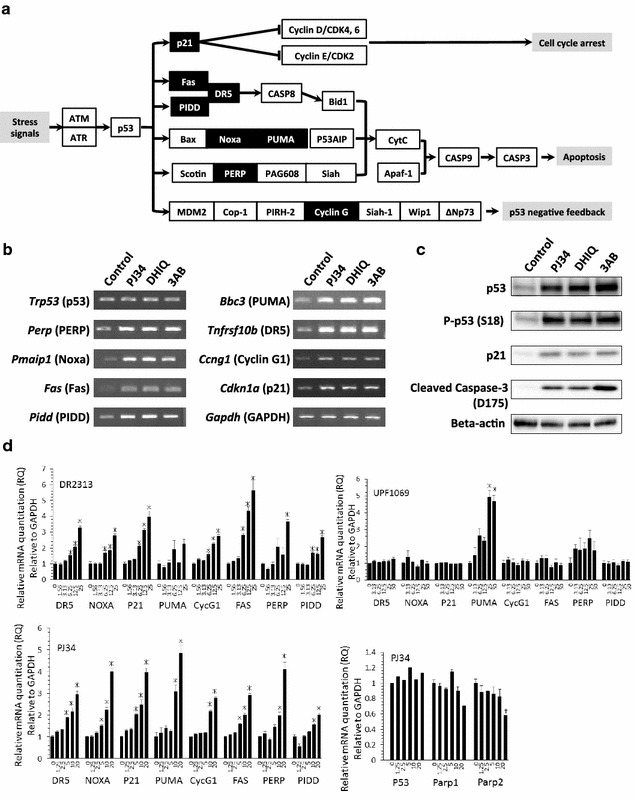
Change of mRNA expression profiles in the p53 signaling pathway. **a** The mRNA expression profiles were generated by microarray analysis. The genes, the expression level of which increased more than 2-fold after PARP inhibition, are indicated as a *black box* in the p53 signaling pathway published by the KEGG database. **b** The mRNA expression profiles shown in (**a**) were confirmed by RT-PCR. Several genes downstream to *Trp53* (p53) were upregulated after PARP inhibition, whereas *Trp53* itself was constant regardless of the presence of the PARP inhibitors. **c** Changes in the levels of p53 and phosphorylated p53 by the PARP inhibitors (PJ34, DHIQ, or 3AB) were observed in NSPCs. p21 protein as well as p21 mRNA, as shown in (**b**), were upregulated by all of the PARP inhibitors. Cleaved fragment of caspase-3 at Asp 175 (p17), which is a marker of apoptosis, was also increased by PARP inhibition. **d** Quantitative mRNA analyses after the addition of PJ34, DR2313 (PARP-1-specific inhibitor), or UPF1069 (PARP-2-specific inhibitor) were performed for the genes in the p53 signaling pathway. DR2313 as well as PJ34 upregulated the genes in the p53 signaling pathway, while UPF1069 did not change the expression of these genes, except *Bbc3* (PUMA). Data shown in (**d**) are expressed as the ratio of the mean value of the control (*vehicle alone*). Data represent the mean value ± SEM (n = 3). *p < 0.05 by comparison against control using one-way ANOVA followed by Tukey’s post hoc test

In order to clarify which member of the PARP family is responsible for these effects of PJ34 on NSPCs, we used quantitative mRNA analysis to evaluate the effects of the inhibitors DR2313 and UPF1069, which are specific for PARP-1 and PARP-2, respectively (Fig. 5d). DR2313 upregulated the genes in the p53 signaling pathway in a similar way as PJ34, while UPF1069 did not change the expression of these genes, except *Bbc3* (PUMA). These findings confirmed PARP-1, but not PARP-2, as a target enzyme of PJ34 for its effects on the p53 signaling pathway in NSPCs.

### Effects of PARP-1 or PARP-2 knockdown on the p53 signaling pathway in NSPCs

We then carried out silencing of *Parp1* or *Parp2* by infection with shRNA-expressing lentiviruses. *Parp1* or *Parp2* shRNA reduced the expression of the target gene to approximately 10% compared with control shRNA (Fig. 6a). Genes in the p53 signaling pathway were upregulated by the suppression of *Parp1* expression, but not by *Parp2* suppression (Fig. 6b). These findings were consistent with those obtained in the inhibitor experiments, and indicate that PARP-1, but not PARP-2, regulates the functions of p53 in NSPCs.

**Fig. 6:**
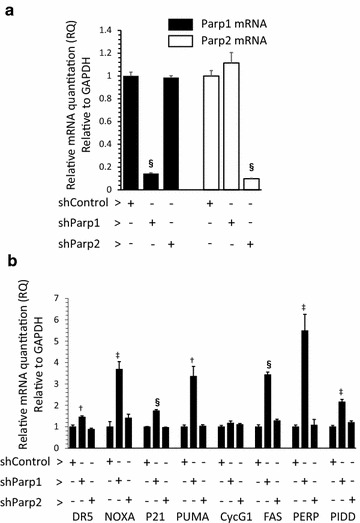
Effects of PARP-1 or PARP-2 knockdown on the p53 signaling pathway in NSPCs. Quantitative mRNA analyses after silencing *Parp1* or *Parp2* by shRNA-expressing lentivirus were performed for *Parp1* and *Parp2* (**a**) and the genes in the p53 signaling pathway (**b**). Genes in the p53 signaling pathway were upregulated by the suppression of *Parp1* expression, but not by *Parp2* suppression. Data shown in (**a**, **b**) are expressed as the ratio of the mean value of the sh Control group. Data represent the mean value ± SEM (n = 3). ^†^ *p* < 0.01, ^‡^ *p* < 0.005, and ^§^ *p* < 0.001 by comparison against control using Student’s *t* test

### Activation of p53 by PARP inhibitors

The induction of apoptosis by the PARP inhibitors was demonstrated again by the detection of cleaved caspase fragments (Fig. 7a). One of the effector caspases, caspase-3, was activated, as revealed by the detection of the cleaved fragment (p17) of pro-caspase-3. Among the initiator caspases, caspase-8 and caspase-9 were also demonstrated to be activated by the detection of the cleaved fragments of the pro-caspases p43/p41/p18 and p37, respectively, although the band density of p37 was low.

**Fig. 7:**
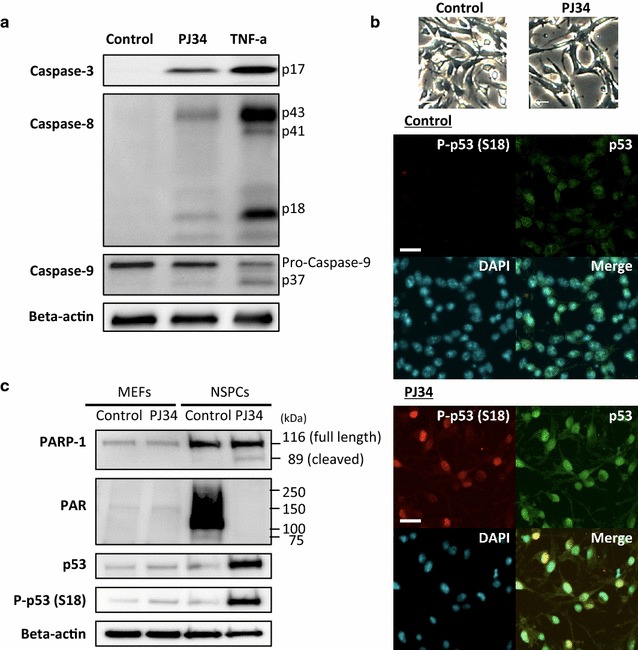
Higher amounts of p53 protein and phosphorylated p53 in NSPCs after PARP inhibition. **a** Cleaved fragments of caspase-3 (p17) and caspase-8 (p43/p41/p18) were clearly detectable by western blotting with specific antibodies. The cleaved fragment of pro-caspase-9 (p37) was also detectable, although the band density of this fragment was low. **b** Phase-contrast images were shown on the top. Higher amounts of p53 protein and phosphorylated p53 in NSPCs after PARP inhibition were also revealed by immunocytochemistry. Representative images from 4 separate experiments are shown. **c** Western blot analysis demonstrated that PARP-1 was abundant and activated in NSPCs in contrast to MEFs. Amounts of p53 protein and phosphorylated p53 at Ser 18 were remarkably increased by PJ34. Scale bars in (**b**), 20μm

The increased amount of total p53 and its phosphorylated form after the addition of PJ34 was revealed by immunostaining with antibodies against p53 and phosphorylated p53 (Ser18), respectively (Fig. 7b). Furthermore, NSPCs contained much higher levels of PARP-1 protein than MEFs and this enzyme was constitutively activated, as revealed by its automodification, in NSPCs (Fig. 7c). The 89-kDa fragment of PARP-1, which is generated by its cleavage by activated caspase-3, was also detectable. The increase of p53 protein and its phosphorylation in the presence of PJ34 were observed in NSPCs, but not in MEFs.

### Effects of a PARP inhibitor on Trp53^+/−^ and Trp53^−/−^ NSPCs

In order to confirm a key role for p53 in the process under the regulation of poly(ADP-ribosyl)ation, we examined the effects of a PARP inhibitor on *Trp53* ^−/−^ as well as *Trp53* ^+/−^ NSPCs. PARP inhibition by PJ34 increased both total and phosphorylated p53 levels in wild-type and *Trp53* ^+/−^ NSPCs (Fig. 8a). *Trp53* ^−/−^ NSPCs formed larger neurospheres than *Trp53* ^+/−^ NSPCs, while *Trp53* ^+/−^ NSPCs generated a larger number of neurospheres than wild-type NSPCs (Fig. 8b). After incubation with 10 μM or 20 μM PJ34 for 2 days, only a few neurospheres were observed in wild-type NSPCs. In *Trp53* ^+/−^ NSPCs, neurospheres were still abundant in the presence of PJ34 at 10 μM, but not at 20 μM, although the neurospheres became smaller. Remarkably, even at a concentration of 20 μM, a substantial number of neurospheres were still present in *Trp53* ^−/−^ NSPCs.

**Fig. 8:**
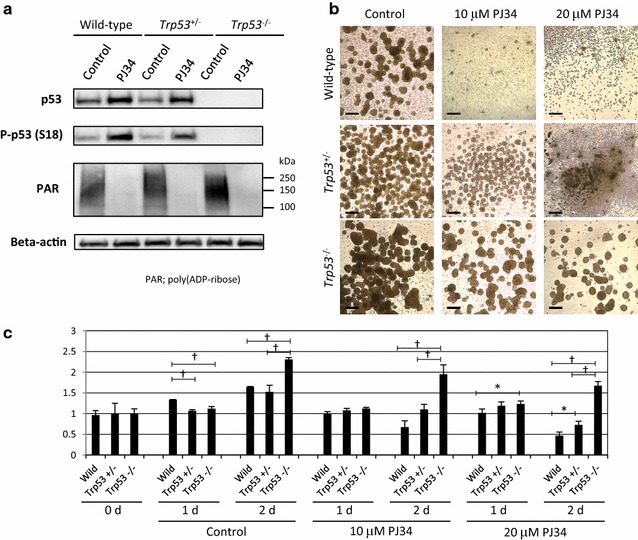
Effects of PJ34 on neurosphere formation and cell viability of *Trp53* ^+/−^ and *Trp53* ^−/−^ NSPCs. **a** Western blot analysis demonstrated that the amounts of p53 protein and phosphorylated p53 at Ser18 were increased by PJ34 in *Trp53* ^+/−^ NSPCs as well as wild-type NSPCs. Automodification of PARP-1 was detectable irrespective of *Trp53* genotype. **b** Neurospheres were detectable in wild-type NSPCs after a 2-day incubation in the absence of PJ34, but were scarcely detectable with 10 or 20 μM PJ34. In contrast, neurospheres were still detectable with 10 μM PJ34 in *Trp53* ^+/−^ NSPCs, and with 10 or 20 μM PJ34 in *Trp53* ^−/−^ NSPCs. **c** The increase of MTS-reduction activity of wild-type NSPCs was suppressed by 10 or 20 μM PJ34. No suppressive effect of PJ34 was observed in *Trp53* ^−/−^ NSPCs. Data represent the mean value ± SEM (n = 3). *p < 0.05 and ^†^ *p* < 0.01 by one-way ANOVA followed by Tukey’s post hoc test. Scale bars in (**b**), 50μm

Cell viability was evaluated by measuring MTS-reducing activity. It should be noted that *Trp53* ^−/−^ NSPCs showed higher activity than wild-type or *Trp53* ^+/−^ NSPCs in the absence of PJ34 (Fig. 8c). After the addition of 10 μM or 20 μM PJ34, the MTS-reducing activity of wild-type NSPCs was decreased. PJ34 also decreased the MTS-reducing activity of *Trp53* ^+/−^ NSPCs at a concentration of 20 μM, but not 10 μM, whereas that of *Trp53* ^−/−^ NSPCs was increased even after the addition of PJ34. These results clearly indicate that the effect of the PARP inhibitor PJ34 on the viability of NSPCs is mediated by p53.

In order to confirm the mRNA expression profiles in *Trp53* ^−/−^ NSPCs, mRNA levels were compared between the cells in the presence and absence of 20 μM PJ34 by microarray analyses. 

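*Trp53* -/- NSPCs were examined on 2 arrays in the same way, with 20 μM PJ34 labelled with Cy5 and the untreated control with Cy3. *Trp53* itself had a normalized log2 intensity in the control channel of 7.56 and 7.82 on the 2 *Trp53* -/- arrays, against 8.28 and 8.51 on the wild-type arrays, and its signal stayed well above background on all 4 arrays. In the PJ34 channel, 26892 and 26073 probes were well above background in replicates 1 and 2, and in the control channel 22193 and 21880 were. The log2 ratios of the 2 *Trp53* -/- arrays had a correlation of 0.644 across genes. On the array of replicate 2, transcripts from the Y chromosome were above background in the PJ34 channel and not in the control channel, so its treated and control cultures may have differed in more than the addition of PJ34. Each array was on a slide of its own. The difference between genotypes was tested in limma as the wild-type mean minus the *Trp53* -/- mean, in which a bias of a dye for single probes cancels.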

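In *Trp53* -/- NSPCs, 18 genes were higher and 55 genes lower with PJ34 by the same criteria. The 18 include 2 Y-linked genes, which rose on replicate 2 and may reflect its unmatched cultures in place of PJ34. With Benjamini-Hochberg adjustment, limma gave 16 and 55. Without replicate 1 these counts were 59 and 106, and without replicate 2 they were 14 and 72. With median centring they were 3407 and 3, and with the scanner software's log ratios 262 and 102. With PJ34, *Crispld2* had a log2 ratio of 1.70 ± 0.17 (SD, n = 2 arrays) and *Clstn2* had 1.21 ± 0.11. The control signals of *Dcpp3* and *Clic5* were not well above background on either *Trp53* -/- array, so their increases are lower limits, at least 2.84-fold and at least 2.51-fold over both arrays. Without replicate 2 neither gene was called, with log2 ratios of 0.66 and 0.68 in replicate 1. The probe A_55_P2185178 on the X chromosome, which has no gene name, had 1.18 ± 0.25, with its control signal well above background on 1 of the 2 arrays. The largest decreases were those of *Sapcd1* with -1.82 ± 0.079, *Tuba8* with -1.77 ± 0.39, the mitochondrial *COX1* with -1.75 ± 1.49, *Cavin4* with -1.74 ± 0.32 and *Ifi202b* with -1.61 ± 0.21. *COX1* had -0.70 in replicate 1 and -2.80 in replicate 2, and was not called without replicate 2. With median centring, which put the median of all genes at 0.63, *COX1* and *Ifi202b* fell short of a 2-fold decrease, with -0.62 and -0.76. With the scanner software's log ratios, *Dcpp3*, *Clic5*, *Tuba8*, *COX1* and *Ifi202b* were not called, and under treat *Sapcd1* alone of the genes named here was. limma's *q* for the genes named here lay between 1.49e-05 for *Sapcd1* and 0.00533 for *Dcpp3*. Of the genes called in *Trp53* -/- NSPCs, 6 were upregulated and 10 were downregulated in wild-type NSPCs as well, and none was called in opposite directions.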

121 genes were upregulated by and 166 genes were downregulated by PJ34. However, there was no significantly changed category (Table 2).

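None of the 8 genes of Table 2 was called in *Trp53* -/- NSPCs by limma, and none was when adjusted over the list alone. Their mean log2 ratios lay between -0.61 for *Cdkn1a* and 0.25 for *Pmaip1*, and the 2 other probes of *Cdkn1a* had 0.056 and -0.018. At an unadjusted *p* below 0.05 without a limit on the fold change, 3 were lower with PJ34 (*Cdkn1a*, *Fas* and *Perp*) and 0 were higher, whereas with median centring, which put the median of all genes at 0.63, 0 were lower and 5 were higher. *Fas* was well above background in the PJ34 channel of 1 of the 2 arrays. In the test of the difference between genotypes, 7 of the 8 genes were called, with differences between 1.44 for *Pmaip1* and 2.29 for *Perp* on the log2 scale. *Pidd1* differed by 0.85 (*q* = 0.0145), under the limit of 2-fold. With the scanner software's log ratios, 0 of the 8 differences were called, while all 8 had an unadjusted *p* below 0.05.

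**Figure D1:**
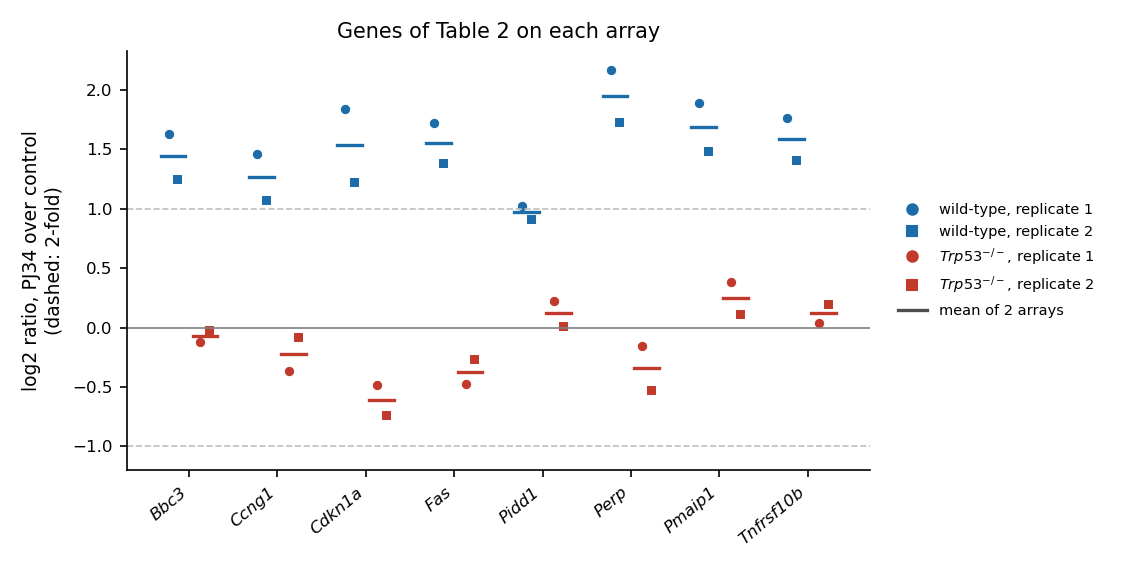
Log2 ratio of PJ34 over control for each gene of Table 2 on each array, with wild-type in blue and *Trp53* -/- in red, circles for replicate 1, squares for replicate 2 and a line for the mean of the 2 arrays. Every wild-type value lies above 0, between 0.91 and 2.17, and the *Trp53* -/- values lie between -0.74 and 0.38.

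In place of KEGG categories, lists of genes fixed beforehand were tested with limma's camera. The median of the p53 target genes outside Table 2 was -0.063 in *Trp53* -/- NSPCs, with 18 of 46 genes higher and an adjusted *p* of 0.0512. The difference between genotypes of this list was 0.45 in the median, higher in wild-type for 42 of 46 genes, with an adjusted *p* of 1.60e-21 from camera and 0.0919 from fry. In *Trp53* -/- NSPCs, 4 lists passed the threshold of camera, and none of them passed that of fry or of camera with an estimated correlation. The cholesterol synthesis genes had a median of -0.55 with all 23 genes lower, the genes of the G2 and M phases -0.36 with 26 of 30 lower, the genes of the integrated stress response -0.31 with 17 of 20 lower and the oligodendrocyte markers -0.32 with 14 of 15 lower. With median centring, which put the median of all genes at 0.63 in *Trp53* -/- NSPCs, these 4 medians turned positive, at 0.35, 0.48, 0.52 and 0.31, below that of all genes.

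**Figure D2:**
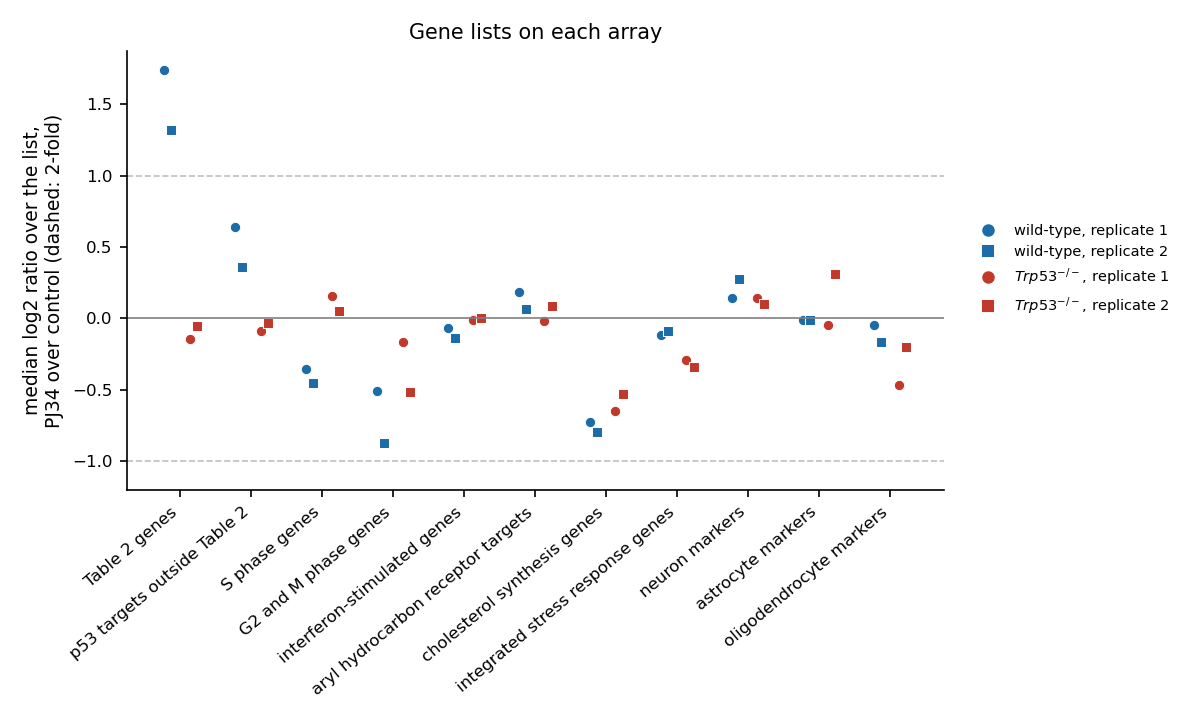
Median log2 ratio of PJ34 over control for each list of genes on each array, after loess, with wild-type in blue and *Trp53* -/- in red, circles for replicate 1 and squares for replicate 2. The medians of the p53 targets outside Table 2 are 0.64 and 0.36 in wild-type and -0.089 and -0.030 in *Trp53* -/- NSPCs. Those of the cholesterol synthesis genes lie between -0.80 and -0.53 on the 4 arrays. Median centring puts the *Trp53* -/- median of this last list at 0.35, below the 0.63 of all genes.

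The paper states that no category was significantly changed in these cells.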

### Poly(ADP-ribosyl)ation of ATM and ATR

As demonstrated by the experiments using *Trp53* ^−/−^ NSPCs, p53 plays a key role in the regulation of cell viability by the PARP inhibitors. We then examined the molecular mechanism of p53 activation by the PARP inhibitors. We performed a pull-down assay using poly-ADP-ribose affinity resin, but were unable to isolate poly(ADP-ribosyl)ated p53 (Fig. 9a). An immunoprecipitation study using an anti-p53 antibody showed the increased quantity of p53 protein after exposure to the PARP inhibitor PJ34, while poly(ADP-ribosyl)ation of p53 was undetectable.

**Fig. 9:**
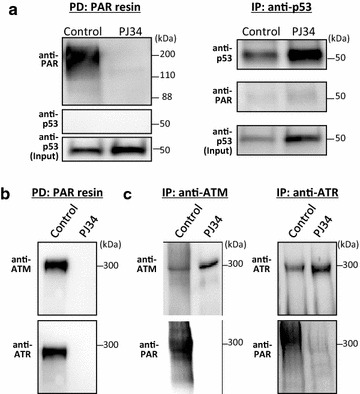
Poly(ADP-ribosyl)ation of ATM and ATR, but not p53. **a** Poly(ADP-ribosyl)ated proteins were isolated from cell lysates by highly specific macrodomain poly(ADP-ribose) affinity resin. The resin-bound proteins were eluted and analyzed by western blotting with an anti-p53 antibody. Immunoprecipitation was carried out using an anti-p53 antibody. The resulting immunocomplexes were subjected to western blot analysis with anti-p53 and anti-poly(ADP-ribose) antibodies. Poly(ADP-ribosyl)ated p53 was undetectable irrespective of PARP inhibition. **b** The same membrane on which the proteins eluted from poly(ADP-ribose) affinity resin were transferred was analyzed by western blotting with anti-ATM and anti-ATR antibodies, resulting in the detection of ATM and ATR. **c** Immunoprecipitation was performed using an anti-ATM or anti-ATR antibody. Immunocomplexes were subjected to western blot analysis with an anti-ATM or anti-ATR antibody as well as an anti-poly(ADP-ribose) antibody. Poly(ADP-ribosyl)ated ATM and ATR were detectable in the absence of PJ34

As both ATM and ATR regulate the stability and activation of p53 by phosphorylation at Ser18 [40], we examined whether PARP inhibition affects these 2 serine/threonine protein kinases. We performed a pull-down assay with poly-ADP-ribose affinity resin, and detected both ATM and ATR at their expected sizes using specific antibodies (Fig. 9b). Certainly, the addition of PJ34 inhibited the isolation of both kinases by poly-ADP-ribose affinity resin. Poly(ADP-ribosyl)ation of these two kinases was confirmed by immunoprecipitation with an anti-ATM or anti-ATR antibody followed by detection with an anti-poly(ADP-ribose) antibody (Fig. 9c). Together with the finding of PARP-1 activation in NSPCs (see Fig. 9c), both ATM and ATR were found to be constitutively poly(ADP-ribosyl)ated in these cells.

## Discussion

NSPCs are localized in specific areas in the adult brain such as the subgranular zone of the dentate gyrus of the hippocampus and subventricular area of the lateral ventricles [13, 14]. Once the brain is damaged by ischemia, NSPCs are activated and move to the infarct area [16]. Previously, we reported that PARP inhibitors could be a good therapeutic intervention for ischemic brain disorders through inhibition of apoptosis as well as necrosis of the affected neurons [9]. Lacza et al. [41] reported an improvement of the effectiveness of neural stem cell transplantation through the suppression of the ONOO^−^–PARP activation cascade by PARP inhibitor. However, administration of PARP inhibitors might influence NSPCs in the brain. In the present study, we demonstrated two types of effects of PARP inhibitors on NSPCs: suppression of cell cycle progression and induction of apoptosis. From a therapeutic point of view, these effects should be taken into consideration to determine the appropriate doses of PARP inhibitors.

The key molecule underlying these effects of the PARP inhibitors was proven to be p53, which restricts cellular growth by inducing cell cycle arrest (at the G1 and/or G2 phase) or apoptosis [42, 43]. Several factors that influence the decision between the two types of effect include the expression level of p53, the type of stress signal, and cell type. Under our experimental conditions for NSPCs, where the cells were not exposed to specific stresses, the expression level of p53 was consistent and its phosphorylation, or activation, was suppressed. After the addition of the PARP inhibitors, phosphorylation of p53 at Ser18 was enhanced, followed by the upregulation of p21, which is a potent cyclin-dependent kinase inhibitor that functions as a regulator of cell cycle progression at the G1 and S phase [44].

The PARP inhibitor PJ34 also upregulated other p53-dependent factors in the pathways to apoptosis, i.e., Fas, PIDD, DR5, and PERP in the extrinsic apoptotic pathway and Noxa and PUMA in the intrinsic apoptotic pathway [45]. The extrinsic pathway is mediated by particular death receptors that are members of the tumor necrosis factor receptor family, including Fas, DR5, and PERP, whose activation induces the formation of the death-inducing-signaling-complex, and then activation of the caspase cascade, including caspase-8 and caspase-3. In our study, both caspases were definitely activated after PARP inhibition, as revealed by the detection of the cleaved fragments of pro-caspases.

The intrinsic apoptotic pathway is activated in response to DNA damage and results in mitochondrial depolarization and release of cytochrome c into the cytoplasm [45]. Cytochrome c forms a complex “apoptosome” together with apoptotic protease-activating factor 1 and pro-caspase-9, followed by the activation of caspase-9 and then activation of other caspases such as caspase-3, -6, and -7 [46]. PJ34 induces the transcription of PUMA, also known as Bcl-2-binding component 3 (BBC3), which interacts with antiapoptotic Bcl-2 family members, leading to the formation of the free-type of Bax and/or Bak, which are then able to signal apoptosis to the mitochondria [47]. Intriguingly, a balance between PUMA and p21 reportedly determines the onset of cell cycle arrest, or death, in response to exogenous p53 expression. In our study, PJ34 also upregulated another p53 target gene, *Noxa*, which encodes a BH3-only protein and hence is considered to induce p53-mediated apoptosis in a manner similar to PUMA [45]. Thus, it appears that, in response to PARP inhibition, p53 activates the intrinsic apoptotic pathway by inducing the expression of at least two Bcl-2 pro-apoptotic family members including PUMA and Noxa. The fragment of pro-caspase-9, however, was only slightly detectable, indicating that the involvement of the intrinsic apoptotic pathway was limited.

The interaction of p53 with PARP-1 or poly(ADP-ribosyl)ation of p53 has been proposed by several investigators [48–51]. The DNA-binding domain of p53 contains some poly(ADP-ribose)-binding sites, which could interfere with its site-specific DNA-binding activity and block its transcriptional function [48, 49]. Alternatively, poly(ADP-ribose) could induce the upregulation of p53 by protecting the protein from proteolytic degradation. One of the poly(ADP-ribose) binding sites in p53 is located near a proteolytic cleavage site, which suggests that polymer binding might protect this sequence from proteolysis [51]. Interestingly, Kanai et al. [52] reported that poly(ADP-ribosyl)ation of p53 blocked the interaction between p53 and the nuclear export receptor Crm1, followed by the accumulation of p53 in the nucleus and activation of its transactivation function. These findings are not necessarily consistent with ours in which poly(ADP-ribosyl)ated p53 was undetectable. This inconsistency may be due to differences in the type of cell and stress utilized.

Some kinases, such as ATM and ATR, are reportedly responsible for the phosphorylation of p53 at Ser15 (human), i.e., Ser18 (mouse) [53, 54]. Phosphorylation at this site, as observed in our study, and also at Ser20 (human), could inhibit the binding of the p53-degrading enzyme Mdm2 (Hdm2 in humans), resulting in the stabilization of p53 [53]. Watanabe et al. [55] reported that after the induction of DNA double-strand breaks (DSBs) in MEFs by neocarzinostatin, PARP-1 negatively regulated ATM kinase activity and inhibited phosphorylation of p53 at Ser18. Kedar et al. [56] demonstrated that ATR interacted with PARP-1 after treatment with methyl methanesulfonate, but this interaction was not detectable after PARP inhibition. Under conditions of PARP inhibition in MEF culture, the cells accumulated in the S phase, probably due to ATR activation. They also demonstrated that ATR is a substrate for poly(ADP-ribosyl)ation by PARP-1 in vitro. These results suggest that poly(ADP-ribosyl)ation of ATM and/or ATR after DSBs inactivates these kinases, leading to the inhibition of p53 phosphorylation. In our experiments using NSPCs without induction of DSBs, both ATM and ATR were poly(ADP-ribosyl)ated or inactivated. The PARP inhibitors removed this modification and activated these kinases, resulting in increased phosphorylation of p53 at Ser18 and stabilization of this protein.

PARPs constitute a large family of as many as 17 proteins [1], and PARP-1 is an abundant nuclear protein and the founding member of the PARP family. As poly(ADP-ribose) is mainly synthesized by PARP-1 after DNA damage, PARP-2 was initially thought to be a “backup of PARP-1.” On the contrary, *Parp*-*2* ^−/−^ mice exhibit impaired spermatogenesis [57], adipogenesis [58], and thymocyte survival [59], although *Parp*-*1* ^−/−^ mice differentiate normally in these processes. Thus, PARP-2 might have different targets from PARP-1, suggesting that they could play specific biological functions. Interestingly, PARP-1/PARP-2 double knockout mice, which lack poly(ADP-ribosyl)ation, are embryonic lethal [60]. Therefore, both PARP-1 and PARP-2 are thought to conduct critical roles in embryonic development. Our study using specific inhibitors and also shRNAs suggested that PARP-1, but not PARP-2, plays a role in the regulation of p53 functions. In this study, PUMA, a pro-apoptotic protein located in the p53-signaling pathway, was upregulated after treatment with the PARP-2-specific inhibitor UPF1069, which may be due to an unknown function of UPF1069 besides PARP-2-specific inhibition. This possibility should be investigated in further experiments.

Recent reports have provided evidence that intracellular programs, including epigenetic modifications, transcription factors, and extracellular signals, such as various cytokines, are involved in the induction of NSPC differentiation [61]. PARP1 as well as Tet2 are responsible for epigenetic modifications during the reprogramming process [62]. PARP-1 expression was found to be enhanced both in embryonic stem cells and induced pluripotent stem (iPS) cells. PARP-1 activation plays a key role both in the induction of iPS cells and the maintenance of pluripotency [63]. Interestingly, several groups have reported that p53 suppresses iPS cell generation and that its molecular mechanism involves two types of ability of p53: induction of p21, resulting in a restriction of cell cycling, and induction of apoptosis [27, 28, 64]. On the basis of these findings and our predictive model, for the maintenance of NSPC multipotency as well as pluripotency of iPS cells, suppression of p53 function by PARP-1 might be required.

## Conclusions

Our results indicate the possibility that PARP-1 activation or poly(ADP-ribosyl)ation contributes to the proliferation of NSPCs by advancing the cell cycle and suppressing apoptosis in addition to epigenetic modifications. Inactivation of ATM/ATR and the p53 pathway is suggested to be a mechanism that explains how PARP promotes proliferation and thus maintains NSPC multipotency (Fig. 10).

**Fig. 10:**
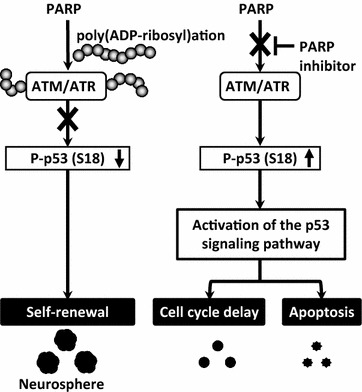
A model of cell fate decision by poly(ADP-ribosyl)ation in NSPCs. In normal conditions, both ATM and ATR are poly(ADP-ribosyl)ated and inactivated, leading to dephosphorylation of p53 at Ser18. The resulting inactivation of p53 promotes the self-renewal of NSPCs and neurosphere formation. Under PARP inhibition, ATM and/or ATR without poly(ADP-ribosyl)ation are activated, leading to the phosphorylation and activation of p53. The activated p53 signaling pathway delays cell cycle progression and induces apoptosis by different mechanisms

How the deposited data were processed for this re-analysis (not part of the article)

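The data are 4 expression arrays (Agilent SurePrint G3 Mouse GE) hybridized in 2 colours, 2 from wild-type and 2 from *Trp53* -/- NSPCs. On every array the RNA of cells treated with 20 μM PJ34 was labelled with Cy5 and that of untreated cells with Cy3. The RNA of each array was prepared independently, so the array is the replicate and each genotype has n = 2. The dyes were not swapped, so within a genotype a bias of a dye for a probe or a transcript cannot be separated from the effect of PJ34.

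The authors scanned the arrays and extracted the spots with Feature Extraction 10.7.3.1. The intensity values that the authors deposited and that were used here are the mean brightness of each spot and the median brightness of its local background in each colour, neither of them corrected. The log10 ratios that the authors deposited come from the same software, which subtracts the background, removes spatial trends and normalizes the dyes within the array. They were used only as an alternative, after conversion to log2. The software lists this ratio as exactly 0 for 29.3% to 33.1% of the spots of an array. A table with 4 columns of normalized values was not used here, since its columns are named by number only and no array could be matched to them by name. Probe positions are those of the files, on the mouse genome build mm9. Gene symbols were taken through RefSeq accessions from a gene table of GRCm38.p6 for 26300 of 55681 probes (47.2%) and otherwise from the files.

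The background was corrected with limma's normexp method (limma 3.58.1 in R 4.3.3) with an offset of 50, fitted on all spots, and the ratios were normalized by loess within each array, in which control spots and spots marked as outliers had no weight. Those spots were then left out, between 228 and 276 outlier spots per array, and the remaining spots of a probe were averaged. A probe was kept when at least 1 channel was well above background on both arrays of at least 1 genotype, which kept 27033 probes (48.5%). A gene was read from its probe with the highest mean intensity over the 4 arrays, which gave 20226 genes, and a gene of Table 2 from the probe named there. As to depth, the signals of between 21503 and 27153 probes were well above background per channel and array, and the number of arrays sets the precision.

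limma's linear model was fitted with a mean per genotype over all 4 arrays, with 2 residual degrees of freedom before and 10.52 after moderation of the variances. Each genotype's mean was tested against a log2 ratio of 0, and the difference between genotypes was tested as wild-type minus *Trp53* -/-. Genes were called at *p* below 0.05, Storey's *q* below 0.05 and more than 2-fold, the criteria stated in the paper's methods. The *q* values used the smoother over lambda from 0.05 to 0.95. Where a channel was not well above background on any array of a genotype, a fold change is given as a lower limit, from the mean of the brighter channel over the mean, per array, of the higher of the lowest signal well above background and the probe's own signal, on log2 values after loess and quantile normalization of the mean intensities between arrays, which were also used to compare control levels between arrays. Such limits are open to dye bias. The genes named in the text were fixed by a rule: the genes named in the paper that have a probe, and per genotype and for the difference the 5 largest increases and the 5 largest decreases among called genes that changed the same way on both arrays.

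Lists of genes were written beforehand for the 8 genes of Table 2, other p53 targets, the S phase, the G2 and M phases, interferon-stimulated genes, aryl hydrocarbon receptor targets, cholesterol synthesis, the integrated stress response, neuron, astrocyte and oligodendrocyte markers, and sex-linked genes. The 12 lists were tested in 3 contrasts by camera with a preset inter-gene correlation of 0.01, by fry and by camera with an estimated correlation, each with Benjamini-Hochberg adjustment over the 36 tests. *Sesn2* is in the lists of p53 targets and of the integrated stress response. The list of Table 2 was chosen by the authors on these arrays.

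The fit was tested on simulated ratios made from the spread of the real arrays, with 200 of 27027 probes changed in wild-type. Of these, 200 of 200 were recovered in the wild-type contrast and in the difference, with 0 false calls. Every simulated change was larger than the 2-fold limit, the noise was independent between probes and no dye bias was added. The simulation therefore checks the fit and does not measure recovery of changes near the limit. Alternatives were no background correction, the scanner software's log ratios, an offset of 16, median centring, scaling between arrays, no filter and a strict filter on dim probes, each genotype fitted alone, the replicate number as a block, a variance trend with intensity, Benjamini-Hochberg adjustment, unadjusted *p* values, limma's treat, the mean of a gene's probes, any probe of a gene, and leaving out each array in turn. A slide or scan could not be used as a block, because each of the 4 arrays had its own. KEGG categories were not analysed here.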

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

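The tests chosen only after the result was seen are the random genes set beside the X-linked genes, those of a response of the sex-linked genes to PJ34 and of a faulty spot, of compressed ratios and of a wrong genotype label, of a dye bias behind the S phase genes, and, for the mitochondrial transcripts, of a bias of bright spots and of loess, and for untreated cells that of the brightness of whole channels, and the comparison of untreated cells and the list of mitochondrial transcripts were also added after the values were seen.

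The sex-linked genes set the array of *Trp53* -/- replicate 2 apart from the other 3. On this array *Eif2s3y* had a log2 ratio of 4.22, *Ddx3y* 3.12 and *Xist* -1.39, data that the paper does not report on. On the other 3 arrays, *Eif2s3y* lay between -0.20 and 0.84, *Ddx3y* between -0.20 and 0.18 and *Xist* between -0.049 and 0.53. The control signals of the 2 Y-linked genes were not well above background on either *Trp53* -/- array, so the size of their increase on replicate 2 is uncertain. Limits averaged over both arrays, at least 3.23-fold and at least 2.17-fold, include replicate 1, where neither gene rose. They are no measure of an increase common to the genotype. A response to PJ34 in *Trp53* -/- cells would have lowered *Xist* in replicate 1 too, where both of its channels were well above background and it had 0.30, and a fault of a single spot would not have moved 3 genes with probes of their own. These 3 genes gave rise to the hypothesis that PJ34-treated and control cells of this array came from embryos of different sex, so they do not test it. X-linked genes known to escape inactivation (*Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*) were lower on this array than on the other 3 for 4 of 4 genes, by a median of -0.32, outside the middle 95% of random lists matched on intensity (-0.23 to 0.19), as a lower X dose in the treated cells would give. The cultures of this array may therefore not have been matched. Over both *Trp53* -/- arrays, the sex-linked list did not pass the threshold of camera in wild-type, in *Trp53* -/- or in the difference (adjusted *p* of 0.772, 0.546 and 0.713). Its genes moved in opposite directions on *Trp53* -/- replicate 2, so a test for a common direction cannot decide whether the cultures were matched.

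The response to PJ34 differed between genotypes for 93 genes, 87 of them higher in wild-type and 6 lower, by limma's test of the difference. Among these are 7 of the 8 genes of Table 2. The differences on the log2 scale were 1.51 for *Bbc3*, 1.50 for *Ccng1*, 2.14 for *Cdkn1a* and 1.93 for *Fas*. Those of *Perp*, *Pmaip1* and *Tnfrsf10b* were 2.29, 1.44 and 1.46, and *Mdm2* differed by 1.05. The difference of *Mdm2* was not called with an offset of 16 (1.06), median centring (0.84), the scanner software's log ratios or treat. Without wild-type replicate 1 it fell short of 2-fold, at 0.92. With an offset of 16, *Ccng1* and *Pmaip1* were not called either. The median difference was 0.45 over the p53 targets outside Table 2, and over the list of Table 2 itself it was 1.51. The explanations tried for the list outside Table 2 were that the *Trp53* -/- arrays compress all ratios, that its genes are too dim there, that *Trp53* -/- replicate 2 produces it, and that an array has the wrong genotype label. The SD of the ratios over all probes on the *Trp53* -/- arrays was 0.979 of that on the wild-type arrays. Over the 39 listed genes well above background in both channels on all 4 arrays, the median difference was 0.42, and with *Trp53* -/- replicate 1 alone it was 0.44. The control level of *Trp53* was higher on each wild-type array than on each *Trp53* -/- array, by at least 0.47. A dye bias of single probes cancels in the difference. The values argue against each of these as the whole cause, and a dependence of the p53 targets' response on p53 may account for them, as a hypothesis. The labels give the same mouse strain for both genotypes, and differences between the parents of the embryos were not tested. Under fry and under camera with an estimated correlation, neither list passed the threshold.

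Outside the genes that the paper discusses, the largest called differences higher in wild-type, among genes well above background in both channels on all 4 arrays, were those of *COX1* at 2.36 and *Mgmt* at 2.08, beside *Perp* and *Cdkn1a*. The largest lower in wild-type were those of *H1f1* at -1.18, *Hes5* at -1.11, *Tmem132e* at -1.10 and *Slc1a5* at -1.02. *Alox5* and *Sp8* were called too, but their fitted differences of 3.05 and -1.40 are no measure of the size, and they became 5.71 and -2.82 with the scanner software's log ratios, where neither was called. *Alox5* was not well above background in either channel of either *Trp53* -/- array, so its call rests on the wild-type increase of 6.93-fold. The control signal of *Sp8* was not well above background on either *Trp53* -/- array, where its increase is a lower limit of at least 1.48-fold, against -0.70 in wild-type. *Sp8* was not called without *Trp53* -/- replicate 2. Without that array, 3 of the other 6 genes, *Perp* and *Cdkn1a* aside, fell short of a 2-fold difference. These were *Hes5* with -0.91, *Tmem132e* with -0.77 and *Slc1a5* with -0.86, while *COX1* had 1.31. Without wild-type replicate 1, *Hes5* (-0.86) and *Tmem132e* (-0.99) fell short, and without wild-type replicate 2 *Slc1a5* did (-0.99). With all 4 arrays, these 3 genes and *COX1* were not called with an offset of 16 or median centring. *COX1* was not called either without background correction or with Benjamini-Hochberg adjustment. Neither *COX1* nor *Slc1a5* was called with the mean of a gene's probes. None of the 6 was called with the scanner software's log ratios or under treat. Of the genes with the largest changes within a genotype, *H2bc4* differed by 1.04, *Ppp2r2c* by 1.37, *Cox6b2* by 1.22, *Sapcd1* by 1.23, *Tuba8* by 1.92 and *Cavin4*, well above background on 1 of the 2 wild-type arrays, by 1.67. The alternatives were not run for these 6 differences. The cause of these single differences was not tested beyond the list tests, except for *COX1* below.

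In wild-type NSPCs the S phase genes had a median of -0.42 with 28 of 29 genes lower (adjusted *p* 2.62e-14 from camera), and the genes of the G2 and M phases -0.67 with 29 of 30 lower (adjusted *p* 1.88e-19), on genes that the paper does not discuss. With median centring, which put the median of all genes at 0.46 in wild-type, the S phase median turned to 0.23, still below that of all genes, and the G2 and M phase median was -0.039. In *Trp53* -/- NSPCs the S phase median was 0.095 (adjusted *p* 0.0689, passed as higher under 5 of 15 alternatives, among them without replicate 2 at 0.16 and with median centring at 1.04) and that of the G2 and M phases -0.36 (adjusted *p* 9.47e-08, turned to 0.48 by median centring). The differences between genotypes were -0.55, lower in wild-type for 29 of 29 S phase genes, and -0.34 for the G2 and M phases, with adjusted *p* values of 2.58e-23 and 2.12e-08 from camera and 0.0687 and 0.446 from fry. A dye bias of single probes cancels in the difference between genotypes. *Trp53* -/- replicate 2 does not produce it either, as the S phase median of *Trp53* -/- replicate 1 was 0.16. A fall of S phase transcripts that depends on p53 may account for this difference, as a hypothesis. Untreated *Trp53* -/- cells already had lower S phase transcripts than untreated wild-type cells, by -0.41 in the median, so a different starting level stays open. For the G2 and M phases the medians of single arrays overlapped between genotypes, at -0.51 and -0.87 in wild-type and -0.16 and -0.51 in *Trp53* -/- NSPCs.

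Adjusted *p* values given here without a named test are camera's, and no list passed under fry or under camera with an estimated correlation. The cholesterol synthesis genes were lower with PJ34 in both genotypes, with 23 of 23 genes lower in each. Their medians were -0.73 in wild-type and -0.55 in *Trp53* -/- NSPCs (adjusted *p* 1.03e-21 and 1.53e-17 from camera, 0.0656 from fry in both). With median centring these medians were -0.10 and 0.35, both below that of all genes. The difference between genotypes was -0.20 (adjusted *p* 9.52e-05 from camera, 0.247 from fry). The neuron markers had 0.22 in wild-type (adjusted *p* 0.042, not passed under 6 of 15 alternatives), 0.085 in *Trp53* -/- NSPCs (adjusted *p* 0.269) and did not pass in the difference (0.089, adjusted *p* 0.284). The genes of the integrated stress response had -0.081 in wild-type (adjusted *p* 0.362) and -0.31 in *Trp53* -/- NSPCs (adjusted *p* 4.35e-08), a difference of 0.31 (adjusted *p* 1.11e-06), and the oligodendrocyte markers 0.0075 (adjusted *p* 0.21) and -0.32 (adjusted *p* 7.82e-08), a difference of 0.29 (adjusted *p* 4.46e-06). With median centring the medians of these last 2 lists in *Trp53* -/- NSPCs turned to 0.52 and 0.31. For a fall seen in both genotypes, a dye bias of whole transcripts cannot be excluded without swapped dyes, and no biological explanation was tested for these lists.

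The mitochondrially encoded transcripts, 11 genes with a kept probe, had a median of 0.67 in wild-type and -0.92 in *Trp53* -/- NSPCs, of which median centring turned the second to 0.13, below the 0.63 of all genes, and put the first at 1.47. The median difference was 1.64, with 10 of the 11 genes called. The files place 5 of the 11 probes on chromosome 1 and 6 on the mitochondrial genome, so what the 5 measure is less certain. The median difference was 1.70 over the 6 and 1.53 over the 5. Without *Trp53* -/- replicate 2, the median difference was 1.21. None of their spots was marked as saturated, a count of 0. Among 3210 other genes as bright as the dimmest of them, the median difference with median centring in place of loess was -0.29, while that of the mitochondrial transcripts was 1.35. These values argue against saturation, a bias of bright spots and loess as the whole cause. A difference in RNA preparation between the cultures, or in the amount of mitochondrial RNA, may be involved and was not tested. Part of the size comes from *Trp53* -/- replicate 2.

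Untreated cells were compared across arrays in the control channel, which the paper does not do. The p53 targets outside Table 2, without *Mdm2*, had a median of -0.42 in *Trp53* -/- minus wild-type controls, with 29 of 45 genes lower. Of 10000 random lists of equal size matched on intensity, the middle 95% lay between -0.14 and 0.15, so a difference between slides or scans without regard to the gene is not enough. Before normalization between arrays the median of all genes was 0.22, and the p53 targets lay at -0.40 relative to it, outside the middle 95% of random lists (-0.094 to 0.21), which argues against a shift of whole channels as the whole cause. The medians were -1.63 for the list of Table 2 (adjusted *p* 1.26e-09 from camera and 0.0207 from fry), -0.43 for the p53 targets with *Mdm2* (2.55e-05 and 0.00201), 0.54 for the integrated stress response (0.000132 and 0.033), 0.62 for oligodendrocyte markers (0.000266 and 0.0341) and 0.54 for neuron markers (0.00255 and 0.0207). A lower activity of p53 in untreated *Trp53* -/- cells may account for the first 2, as a hypothesis. In all, 364 genes were higher and 373 lower in *Trp53* -/- controls, so the control cultures differed without PJ34 in more than the p53 targets. The sex-linked genes had a median of -2.05 in this comparison, with 2 of 3 lower, and each array had its own slide. These counts therefore cannot be credited to the genotype alone.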

How the results depend on the processing

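The alternative of leaving out the exact zeros of the scanner software's ratios and that of the crossed replicate numbers were chosen only after the data were seen, and all other alternatives, the 12 lists of genes and the rule for named genes were set before the data were examined.

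The counts of called genes depended on the background correction and the normalization. With loess and an offset of 50 they were 58 up and 43 down in wild-type, 18 up and 55 down in *Trp53* -/- NSPCs and 93 in the difference. With the scanner software's log ratios they were 325, 163, 262, 102 and 0, and without the exact zeros 323, 169, 293, 116 and 0, with 0 of the 8 differences of Table 2 called in both. Beside this 0, the difference between genotypes with the scanner software's ratios had 331 genes higher and 317 lower in wild-type than in *Trp53* -/- NSPCs at limma's unadjusted *p* below 0.05 and more than 2-fold, and the smallest Storey's *q* was 0.191 and Benjamini-Hochberg value 0.259. With an offset of 16 the counts were 105, 61, 44, 85 and 33. With median centring they were 1177, 2, 3407, 3 and 38, and the median of all genes moved to 0.46 in wild-type and 0.63 in *Trp53* -/- NSPCs. Under limma's treat they were 5, 0, 0, 1 and 1, with 1 gene of Table 2 called in wild-type and 0 in the difference, where treat's unadjusted *p* was below 0.05 for 35 genes up and 12 down in wild-type, 3 up and 26 down in *Trp53* -/- NSPCs and 7 genes of Table 2 in the difference. The strict filter gave 11 genes up in *Trp53* -/- NSPCs. With each array left out in turn, the counts ranged from 55 to 100, 43 to 61, 14 to 59, 58 to 106 and 97 to 164. With 1 array left in a genotype, its spread is assumed to be that of the other genotype. A smaller set of arrays shows in these ranges, and the cause of the other changes was not tested.

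Upregulated genes made up 57.4% of the calls in wild-type and 24.7% in *Trp53* -/- NSPCs. Median centring changed this to 99.8% and 99.9%, the scanner software's ratios gave 66.6% in wild-type and 72.0% in *Trp53* -/- NSPCs, and an offset of 16 gave 34.1% in *Trp53* -/- NSPCs. Of the 101 genes called in wild-type, 101 were called with an offset of 16, 89 with the scanner software's ratios and 60 with median centring. Of the 73 called in *Trp53* -/- NSPCs these numbers were 71, 45 and 21.

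Between 6 and 8 genes of Table 2 were called in wild-type, and 0 in *Trp53* -/- NSPCs, under every alternative run for the list other than treat. In the difference, between 5 and 7 were called under every alternative run for it other than treat and the scanner software's ratios. With the mean of a gene's probes, calls were not counted for the list. In wild-type, 8 of its genes were then higher at limma's unadjusted *p* below 0.05, and 6 changed more than 2-fold. In the difference these numbers were 8 and 7. In *Trp53* -/- NSPCs, 0 were higher and 2 lower at this *p*, and 0 changed more than 2-fold. Each genotype alone gives no difference. Of the single genes named in the text, 1660 comparisons with an alternative kept direction and side of the threshold, 116 fell short of it and 16 passed it, and no called gene changed direction. Changes of direction where neither value passed the threshold were counted as kept. *COX1* in *Trp53* -/- NSPCs had -0.70 without replicate 2 and was then not called.

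For the gene lists, the count of 17 of 36 tests past the threshold of camera became 0 under fry and 0 under an estimated correlation, with 13 and 6 tests at an unadjusted *p* below 0.05. The smallest adjusted *p* values were 0.0656 and 0.295. The p53 targets outside Table 2, at 0.50 in wild-type and 0.45 in the difference, passed with camera under the 13 other alternatives run for the lists (medians from 0.36 to 1.05 and from 0.30 to 0.58) and not under these 2. Each genotype alone, the variance trend, treat and any probe of a gene were not run for the lists. In *Trp53* -/- NSPCs they passed as lower with an offset of 16 (-0.071), scaling between arrays (-0.067) and the mean of a gene's probes (-0.063), and without replicate 2 (the medians with 1 array left out ranged from -0.089 to -0.030), while median centring gave 0.60. Median centring changed the sign of 15 list medians. In 7 of them the list passed the threshold before or after, S phase in wild-type (0.23), interferon-stimulated genes in wild-type (0.062), G2 and M phases (0.48), cholesterol synthesis (0.35), integrated stress response (0.52) and oligodendrocyte markers (0.31) in *Trp53* -/- NSPCs and the integrated stress response in the difference (-0.0061). Median centring leaves the trend of the ratio with intensity in place, and relative to the median of all genes these 7 kept their side. Of them, the G2 and M phases and the integrated stress response in *Trp53* -/- NSPCs no longer passed, and the interferon-stimulated genes passed. In *Trp53* -/- NSPCs the astrocyte markers passed as higher with median centring (1.15), and the sex-linked genes passed there and in the difference without replicate 1 (3.12 and -2.96). The S phase genes passed as higher in *Trp53* -/- NSPCs with median centring (1.04), without a filter (0.095), with the strict filter (0.095), with the mean of a gene's probes (0.11) and without replicate 2 (0.16). The neuron markers in wild-type did not pass with median centring (0.50), the strict filter (0.22), the mean of a gene's probes (0.079), without wild-type replicate 1 (0.28), under fry or under an estimated correlation. The list of sex-linked genes had no value under the strict filter.

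The replicate numbers were checked as a pairing of the arrays. The correlation of the deviations of same-numbered arrays was -0.178, which gives no sign that the numbers pair the samples. With the replicate number as a block, 58 and 43 genes were called in wild-type, 18 and 58 in *Trp53* -/- NSPCs and 102 in the difference, with 7 genes of Table 2 in wild-type, 0 in *Trp53* -/- NSPCs and 7 in the difference, and 17 list tests. With crossed numbers, the counts were 58, 43, 18, 58 and 106.

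A slide or scan as a block was not run, since each slide and scan held 1 array, and neither was the authors' normalized table, whose columns could not be matched by name to the arrays. Signal over background limits the dim genes, as between 38.6% and 48.8% of the probes were well above background per channel and array.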

Differences from the paper's values

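The alternative with the exact zeros left out was chosen only after the values were seen, and all others named here were set beforehand.

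The paper's count of genes upregulated by PJ34 in wild-type NSPCs is 142, against 58 here. Within 1.5 times of the paper's count were the values with an offset of 16 (105) and without wild-type replicate 2 (100), and under the other alternatives the counts differed. The paper's count of genes downregulated in wild-type is 83, against 43 here. The values with an offset of 16 (61) and without wild-type replicate 1 (61) were within 1.5 times, and those of the other alternatives were not. In *Trp53* -/- NSPCs the paper's counts are 121 upregulated and 166 downregulated, against 18 and 55 here, and under none of the alternatives set beforehand was either count within 1.5 times. Leaving out the exact zeros of the scanner software's ratios, chosen after the values were seen, gave 116 downregulated genes, within 1.5 times of the paper's count, and 293 upregulated genes, which were not. With the scanner software's log ratios, the 4 counts were 325, 163, 262 and 102.

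The paper's *p* values for the genes of Table 2 are larger than those of limma here. The paper's value and the value here were 0.0136 and 5.90e-08 for *Bbc3*, 0.0240 and 4.21e-07 for *Ccng1*, 0.0082 and 3.22e-07 for *Cdkn1a*, 0.0053 and 2.80e-08 for *Fas*, 0.0215 and 9.29e-07 for *Pidd1*, 0.0028 and 1.26e-08 for *Perp*, 0.0144 and 2.46e-08 for *Pmaip1* and 0.0295 and 2.11e-08 for *Tnfrsf10b*. The value of *Perp* with the scanner software's log ratios (0.00325) and that of *Ccng1* under limma's treat (0.0201) were within 1.5 times of the paper's, and no other alternative set beforehand was for any of the 8 genes. With the exact zeros left out, chosen after the values were seen, *Perp* had 0.00323. The paper's *q* value and the value here were 0.0026 and 2.91e-05 for *Bbc3*, 0.0028 and 0.000100 for *Ccng1*, 0.0023 and 8.56e-05 for *Cdkn1a*, 0.0018 and 1.94e-05 for *Fas*, 0.0028 and 0.000153 for *Pidd1*, 0.0016 and 1.78e-05 for *Perp*, 0.0026 and 1.94e-05 for *Pmaip1* and 0.0029 and 1.94e-05 for *Tnfrsf10b*. With an offset of 16 the *q* values of *Bbc3* (0.00259), *Fas* (0.00245), *Pmaip1* (0.00226) and *Tnfrsf10b* (0.00226) were within 1.5 times of the paper's, and no other alternative set beforehand was for any of the 8 genes.

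The paper counts *Pidd* among the genes upregulated by more than 2-fold, whereas *Pidd1* changed by 1.96-fold here and was not called. It was called without background correction, with the scanner software's log ratios, with an offset of 16, with median centring, with scaling between arrays and without wild-type replicate 2, and also with the exact zeros of the scanner software's ratios left out, an alternative chosen after the values were seen. The fold changes of the 8 genes of Table 2 did not differ from the paper's by the same measure. With the scanner software's log ratios they were 2.81, 2.46, 2.99, 3.51, 2.24, 5.05, 3.80 and 3.23, in the order in which the *p* values are given, and the paper's are 2.82, 2.46, 2.99, 3.50, 2.24, 5.03, 3.80 and 3.23.

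The paper states that no category was significantly changed in *Trp53* -/- NSPCs. Of the lists tested here, 4 passed the threshold of camera in these cells, those of cholesterol synthesis (-0.55), the G2 and M phases (-0.36), the integrated stress response (-0.31) and oligodendrocyte markers (-0.32), and none of them passed that of fry or of camera with an estimated correlation. These lists are not the KEGG categories of the paper.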

Other observations

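The tests of the base composition of the probes and of the histone genes were chosen only after the result was seen.

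Some genes that the paper measured by other methods were also on the arrays. *Trp53* had log2 ratios of -0.15 and -0.30 with PJ34 in wild-type and -0.30 and -0.16 in *Trp53* -/- NSPCs. *Parp1* had -0.20 and -0.60 in wild-type (*q* = 0.0156) and -0.17 and -0.086 in *Trp53* -/- NSPCs, and *Parp2* had -0.28 and -0.25 (*q* = 0.0404) and 0.16 and 0.0054. With median centring, the wild-type means of *Trp53*, *Parp1* and *Parp2* turned to 0.26, 0.22 and 0.30, all below the 0.46 of all genes. *Gapdh*, whose brightest probe the files place on chromosome 7, had 0.40 and -0.025 in wild-type and 0.29 and 0.37 in *Trp53* -/- NSPCs, and with median centring means of 1.04 and 1.54. *Atm* had -0.15 and -0.069 in wild-type and 0.54 and 0.42 in *Trp53* -/- NSPCs, a difference of -0.59 (*q* = 0.0473), under the limit of 2-fold. *Gfap* had 1.62 in *Trp53* -/- replicate 2 and between -0.28 and -0.00018 on the other 3 arrays, and its signal was well above background on 1 of the 2 wild-type arrays. Its difference of -1.02 (*q* = 0.189) was not called, and it was with the replicate number as a block, by the unadjusted *p* and, at -1.83, without *Trp53* -/- replicate 1. *Tubb3*, *Nes*, *Cnp*, *Atr*, *Casp8* and *Casp9* were not called in either genotype after loess, with means between -0.21 and 0.066 in wild-type and between -0.30 and 0.22 in *Trp53* -/- NSPCs. With median centring, which put the median of all genes there at 0.63, *Atm*, *Casp9* and *Gfap* were called in *Trp53* -/- NSPCs with 1.13, 1.01 and 1.58, and after loess *Gfap* was called there without replicate 1.

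The response to PJ34 was in part shared by the genotypes. Across 20226 genes, the mean log2 ratios of wild-type and *Trp53* -/- NSPCs had a correlation of 0.549, of the 43 genes called lower in wild-type all 43 had a mean below 0 in *Trp53* -/- NSPCs, and of the 58 called higher 42 had a mean above 0 and 16 a mean below 0. Since PJ34 had the same dye on all 4 arrays, a dye bias would be shared too. A bias of single probes would leave 2 probes of one gene unrelated, whereas over 3032 genes with 2 probes that do not overlap, the mean ratio over the 4 arrays had a correlation of 0.658 between the probes. The GC content of the probes accounted for 0.112% of the variance of the mean ratio. Neither bias may therefore be the whole cause. A smaller part stays open, since the wild-type ratio of a probe had a correlation of 0.593 with the *Trp53* -/- ratio of the same probe and of 0.372 with that of the other probe of the gene. A dye bias of whole transcripts, which both probes would carry, cannot be tested without swapped dyes.

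*H2bc4* was among the largest increases in wild-type, and *H1f1* among the largest differences, so the histone genes were examined as a family. The hypothesis of a rise of the family with PJ34 in wild-type was not borne out. Over 46 histone genes with a kept probe, the median there was -0.077 with 21 genes higher. Median centring turned it to 0.34, below the 0.46 of all genes. Of the 46 genes, 4 were called in wild-type and 1 in *Trp53* -/- NSPCs, so the median does not speak for single histone genes. In *Trp53* -/- NSPCs the median was 0.27 with 40 higher, and 1.11 with median centring, above the 0.63 of all genes. The cause in *Trp53* -/- NSPCs was not tested.

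Beside the sex-linked genes, the lists that did not pass the threshold in any contrast were the interferon-stimulated genes, with 9 of 25 genes measured and medians of -0.039, -0.033 and -0.13 in wild-type, *Trp53* -/- NSPCs and the difference (adjusted *p* 0.195, 0.477 and 0.459), the aryl hydrocarbon receptor targets, with 6 of 10 measured and 0.15, 0.024 and 0.059 (adjusted *p* 0.486, 0.881 and 0.688), and the astrocyte markers, with -0.022, 0.12 and 0.017 (adjusted *p* 0.881, 0.817 and 0.881). With median centring the interferon-stimulated genes passed in wild-type at 0.062 and the astrocyte markers in *Trp53* -/- NSPCs at 1.15. The mean had another sign than the median for the astrocyte markers in wild-type (mean 0.062) and in the difference (mean -0.031), and for the oligodendrocyte markers in wild-type (mean -0.097).

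In untreated cells, the medians of the other lists in *Trp53* -/- minus wild-type controls were -0.24 for the G2 and M phases (adjusted *p* 0.0442 from camera and 0.486 from fry), -0.12 for cholesterol synthesis (0.497 and 0.36), 0.23 for astrocyte markers (0.00255 and 0.000978), 0.29 for interferon-stimulated genes (0.16 and 0.0341), -0.042 for aryl hydrocarbon receptor targets (0.747 and 0.626) and -2.05 for sex-linked genes (0.0299 and 0.0341).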
